# Mammalian histones facilitate antimicrobial synergy by disrupting the bacterial proton gradient and chromosome organization

**DOI:** 10.1038/s41467-020-17699-z

**Published:** 2020-08-04

**Authors:** Tory Doolin, Henry M. Amir, Leora Duong, Rachel Rosenzweig, Lauren A. Urban, Marta Bosch, Albert Pol, Steven P. Gross, Albert Siryaporn

**Keywords:** Mechanisms of disease, Antimicrobials, Bacteriology

## Abstract

First proposed as antimicrobial agents, histones were later recognized for their role in condensing chromosomes. Histone antimicrobial activity has been reported in innate immune responses. However, how histones kill bacteria has remained elusive. The co-localization of histones with antimicrobial peptides (AMPs) in immune cells suggests that histones may be part of a larger antimicrobial mechanism in vivo. Here we report that histone H2A enters *E. coli* and *S. aureus* through membrane pores formed by the AMPs LL-37 and magainin-2. H2A enhances AMP-induced pores, depolarizes the bacterial membrane potential, and impairs membrane recovery. Inside the cytoplasm, H2A reorganizes bacterial chromosomal DNA and inhibits global transcription. Whereas bacteria recover from the pore-forming effects of LL-37, the concomitant effects of H2A and LL-37 are irrecoverable. Their combination constitutes a positive feedback loop that exponentially amplifies their antimicrobial activities, causing antimicrobial synergy. More generally, treatment with H2A and the pore-forming antibiotic polymyxin B completely eradicates bacterial growth.

## Abstract (web summary)

Histones have a role in antimicrobial defense. Here, the authors show that the histone H2A and the antimicrobial peptide LL-37 exert synergistic effects by enhancing bacterial membrane pores and enabling H2A entry into the bacterial cytoplasm, where it reorganizes DNA and inhibits transcription.

## Introduction

Antibiotic resistance is a worldwide epidemic. To develop new treatments, a better understanding of natural defenses may be helpful. As a first line defense, neutrophils mediate the host’s response partly through establishment of neutrophil extracellular traps (NETs)^1–5^. NET formation is stimulated by virulent microorganisms that interfere with phagosomal killing, such as aggregates of pathogenic bacteria^6^, including *Pseudomonas aeruginosa*^7^, *Escherichia coli*^8^, and *Staphylococcus aureus*^9^, and fungal hyphae^10^. Histones and antimicrobial peptides have potent antimicrobial activity in NETs, but how the individual and combined effects of these components inhibit bacterial growth has not been determined^11,12^.

Histones, originally proposed as antibacterial agents^13,14^, are essential for NET-mediated antimicrobial activity^1^. However, extracellular histones can have toxic effects, triggering autoimmune and inflammatory responses^15^, mediating mortality in sepsis^16^, inducing thrombosis^17^, and activating pro-inflammatory signaling through the toll-like receptors TLR2 and TLR4^18^. Thus, levels of extracellular histones must be tightly controlled.

Importantly, the histones’ bacterial killing mechanism is unclear. The bulk of histone antimicrobial activity has been observed in low-ionic non-physiological solutions. At physiological magnesium levels, histones are less effective/ineffective at killing bacteria^19–25^. Since histones contribute critically to NET activity^1^, but are not effective alone under physiological conditions, it is likely that histone antimicrobial activity requires coordination with other immune cell components^26^.

Antimicrobial peptides (AMPs) are broad-spectrum antimicrobials^27^ that co-localize with histones in NETs^1^. Many AMPs kill bacteria by forming transient pores that induce permeabilization of microbial membranes^12,28–31^. The co-localization of AMPs and histones suggests joint function. Both histones and AMPs are comparable in size, between 14–18 kDa^32,33^, are cationic, contain a high proportion of hydrophobic amino acids, and possess the ability to form alpha helices. However, the ability of histones to condense mammalian DNA, a property that LL-37 lacks, raises the possibility of additional separate antimicrobial functions.

Here, we show that histone H2A and AMP LL-37 have distinct antimicrobial effects, and that together they constitute a self-amplifying, synergistic antibiotic mechanism. LL-37 forms pores that enable the entry of H2A into bacteria. H2A enhances the pores, stabilizing them and allowing entry of additional LL-37 and H2A. Once inside, H2A reorganizes bacterial chromosomal DNA, and inhibits transcription, which kills bacteria directly. Importantly, these activities are observed under physiological conditions. The combined LL-37/H2A effects are much greater than their individual effects, resulting in a synergistic antimicrobial interaction. This self-amplifying mechanism is general in nature, extending to other histones, including H3, and other AMPs, including magainin-2.

## Results

### H2A antimicrobial activity requires membrane permeabilization

Cations stabilize the outer membrane of bacteria. We hypothesized that decreasing Mg^2+^ concentrations would destabilize the bacterial membrane, increasing H2A entry and bactericidal activity. Based on free magnesium levels in human plasma and extracellular fluids^34^, killing experiments were performed using two magnesium concentrations: 1 mM (physiological concentration) and 1 μM (low concentration). We assayed antimicrobial activity using 10 μg/mL histone H2A based on the finding that 15 μg/mL histones are detected in the blood plasma of baboons after *E. coli* challenge^16^.

H2A treatment of *E. coli* or *S. aureus* decreased colony-forming units (CFUs) on agar plates at low magnesium (Supplementary Fig. 1A), but not at physiological magnesium (Supplementary Fig. 1A). Similarly, in liquid cultures, H2A inhibited bacterial growth only at low magnesium (Fig. 1a, b), as measured by optical density. We note that low magnesium decreased total bacterial growth, consistent with previous reports. The inability of *S. aureus* to recover in low magnesium environments may be due to a higher sensitivity to histones in low magnesium environments.

**Fig. 1:**
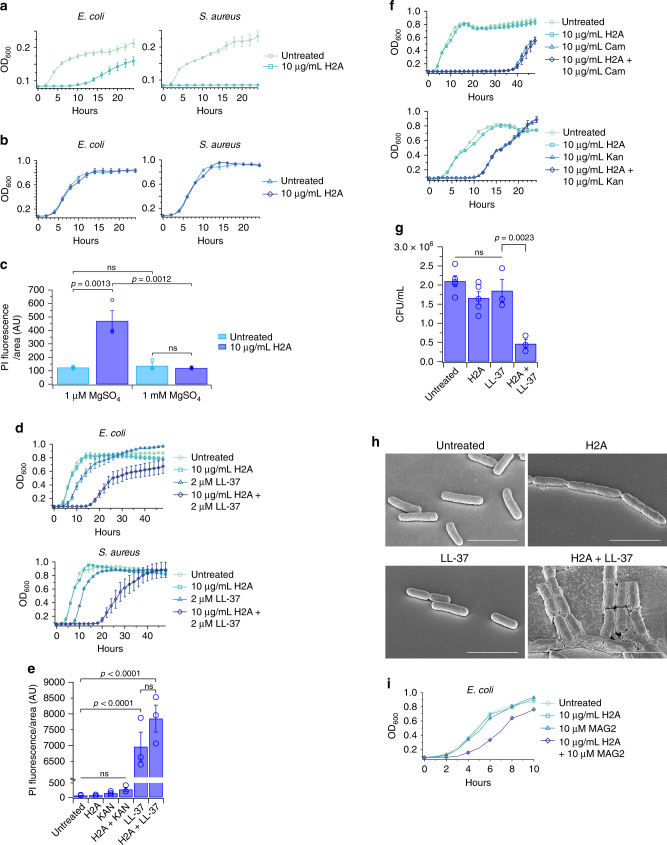
Histones and the antimicrobial peptides LL-37 and magainin-2 increase killing efficacy against bacteria. **a**, **b** Growth profiles, measured by optical density, of *E. coli* and *S. aureus* treated with H2A in media containing **a** low (1 μM) magnesium (n = 33 for each condition) and **b** physiological (1 mM) magnesium (*n* = 11 for each condition). **c** Intracellular propidium iodide (PI) fluorescence intensities of H2A-treated *E. coli* in 1 μM and 1 mM concentrations of magnesium after 1-h treatment (*n* = 3 for each condition). **d** Growth profiles of *E. coli* (*n* = 18 for each condition) and *S. aureus* (*n* = 8 for each condition) treated with 10 μg/mL H2A, 2 μM LL-37, or both in medium containing 1 mM magnesium. **e** Intracellular propidium iodide (PI) fluorescence intensities of *E. coli* treated with 10 μg/mL H2A, 2 μM LL-37, both H2A and LL-37, 10 μg/mL kanamycin (Kan), or H2A and Kan, in medium containing 1 mM magnesium (*n* = 3 for each condition). PI fluorescence of LL-37-treated *E. coli* and Kan-treated *E. coli* was normalized to H2A-treated cells. **f** Growth profiles of *E. coli* treated with 10 μg/mL H2A, H2A and 10 μg/mL chloramphenicol (Cam), or H2A and 10 μg/mL Kan in medium containing 1 mM magnesium (*n* = 6 for each condition). **g** Colony-forming units (CFU) of *E. coli* that were untreated (*n* = 5) or treated with 10 μg/mL H2A (*n* = 5), 2 μM LL-37 (*n* = 3), or both (*n* = 3) in minimal medium containing 1 mM magnesium. Bacteria were treated for 1 h before plating on non-selective LB agar plates. CFUs were normalized to H2A-treated *E. coli* CFUs in Supplementary Fig. 1A. **h** Scanning electron microscopy (SEM) images of *E. coli* treated with 10 μg/mL H2A, 1 μM LL-37, or both in medium containing 1 mM magnesium (*n* = 3 for each condition). **i** Growth profiles of *E. coli* treated with 10 μg/mL H2A, 10 μM MAG2, or both in medium containing 1 mM magnesium (*n* = 4 for each condition). Data shown as mean ± standard error of the mean (SEM) and are representative of biologically-independent experiments. One-way ANOVAs were performed. No adjustments were made for multiple comparisons. ns > 0.05. Scale bars represent 3 μm.

We investigated whether H2A disrupts membranes by using propidium iodide (PI), which fluoresces upon binding nucleic acids and does not permeate the outer membranes of viable bacteria. H2A induced PI fluorescence in *E. coli* in low magnesium (Fig. 1c and Supplementary Fig. 1B), but no PI fluorescence increase was observed at physiological magnesium (Fig. 1c and Supplementary Fig. 1B), suggesting that H2A inhibits growth in low magnesium by enhanced membrane permeabilization. However, H2A-induced PI fluorescence could in principle reflect a bacterial response that induces cell death, where membrane permeabilization could be a secondary effect.

We reasoned that increased membrane destabilization due to low magnesium facilitated H2A entry. If so, membrane-permeabilizing agents could similarly increase histone entry. LL-37 is a human cathelicidin AMP that co-localizes with histones in NETs, exhibits broad-spectrum microbial activity, and disrupts lipid bilayers by forming toroidal pores^30^. LL-37 production is elevated in tissues that are exposed to microbes, such as skin and mucosal epithelia, for rapid defense against microbial infections^35^. We hypothesized that LL-37 pores could increase H2A entry.

We treated *E. coli* with LL-37 and H2A at physiological magnesium (1 mM) to avoid membrane stress from low ionic conditions. Treatment with 2 μM LL-37, a concentration reported to be the bulk minimum inhibitory concentration (MIC) of *E. coli* after 12 h^36^ and a concentration below that found in inflamed epithelial cells^37^, decreased the growth rate and slightly extended the lag time (Fig. 1d). H2A alone had no effect on *E. coli* growth. However, cultures treated with both H2A and LL-37 had significantly decreased growth rates compared to untreated or LL-37-treated samples. Similar effects on growth were observed using *S. aureus* (Fig. 1d), suggesting that treatment of Gram-positive or Gram-negative bacteria with LL-37 enhances the antimicrobial activity of H2A. Treatment using both H2A and LL-37 increased the PI fluorescence of *E. coli* after 1 h, indicating that increased membrane permeabilization accompanies the enhanced antimicrobial activity of H2A (Fig. 1e). Synergy is defined as an effect that is greater than the sum of each of the constituents. LL-37 and H2A are synergistic: the combined treatment inhibited growth to a larger degree than the two individual effects combined. Synergistic killing was also observed using LL-37 and histone H3 in place of H2A (Supplementary Fig. 1C), suggesting that synergy is a general property between histones and AMPs. The synergistic killing effect was diminished using citrullinated H3, which suggests histone citrullination could affect antimicrobial synergy.

Bacterial growth was not completely inhibited by treatment of LL-37 and H2A, with renewed growth observed after ~15 h (Fig. 1d). We suspect a small fraction of resistant mutants or phenotypic variants give rise to this^38,39^. The lack of complete growth inhibition was similarly observed in treatments with the bacteriostatic antibiotic chloramphenicol and bactericidal antibiotic kanamycin (Fig. 1f and Supplementary Fig. 1D), indicating that a lack of complete growth inhibition is not specific to H2A and LL-37 and may be a general property of antibiotic treatments in liquid cultures. To determine whether the combined treatment of LL-37 and H2A was bactericidal or bacteriostatic, *E. coli* were treated for 1 h and plated on agar plates that did not contain LL-37 or H2A (Fig. 1g). A significant decrease in CFUs was observed, suggesting the combined H2A/LL-37 treatment is bactericidal.

The synergistic H2A/LL-37 effects were striking at the sub-cellular level, as measured via scanning electron microscopy (SEM) (Fig. 1h). In *E. coli* treated with either LL-37 or H2A, few cell morphological differences were observed. However, the combined LL-37/H2A treatment caused dramatic cellular damage, including cell aggregation and extensive production of insoluble components to the outer surface of the membrane and to the surrounding surfaces. In some cells, the dual treatment caused membrane bleb formation (Supplementary Fig. 1E), suggesting the LL-37/H2A combination induces membrane damage. We note that blebs were not observed in all cells and attribute this to the transient nature of the observed blebs, which is discussed below. H2A also frequently induced aggregation of cells by fusing the poles of cells together (Fig. 1h). The linkage cannot be attributed to inhibition of cell division, as aggregates contain many more cells linked together than can be duplicated through bacterial replication during the course of treatment (Supplementary Fig. 1F). Previous reports noted that positively charged molecules accumulate at the bacterial cell poles, where the Gaussian curvature is highest^40^. The bacterial aggregation here may be explained by large positive charge accumulation on the outside of the cells at the poles. LL-37 treatment did not induce aggregation and instead caused a significant reduction in cell size, consistent with induction of membrane permeabilization (Supplementary Fig. 1G).

We investigated potential synergy between H2A and the aminoglycoside kanamycin or the amphenicol chloramphenicol at physiological magnesium conditions. These antibiotics inhibit growth through protein translation inhibition^41^ and cause membrane disruption^42^. Treatment of *E. coli* with either antibiotic alone increased the growth lag time (Fig. 1f). Combining H2A with either antibiotic had no additional antimicrobial effect, which suggests that these antibiotics do not synergize with H2A. Similarly, treatment using kanamycin concentration well above the MIC did not synergize with H2A (Supplementary Fig. 1D). Although aminoglycosides are reported to increase membrane permeabilization, this mechanism did not appear to form pores that enabled PI entry into *E. coli*. In addition, the combination of H2A and kanamycin had no effect on intracellular PI fluorescence of *E. coli* after a one-hour treatment (Fig. 1e). These results suggest that kanamycin and H2A do not synergize because kanamycin does not enable entry of H2A into cells. It is possible that incubation with kanamycin at higher concentrations, for longer times, or under different growth conditions would enable H2A entry into cells and produce synergy.

To determine if the H2A/LL-37 synergy was representative of a more general mechanism, we investigated the activity of H2A with the membrane-permeabilizing AMP magainin-2 (MAG2), an α-helical peptide belonging to a class of AMPs from the African claw frog (*Xenopus laevis*)^43^. Similar to LL-37, MAG2 is cationic and forms amphipathic α-helical structures in membranes. The 23-amino acid AMP forms a 2–3 nm toroidal pore, disrupting the ion gradient and inducing membrane permeabilization^44^.

H2A or 10 μM MAG2 alone, a concentration below the MIC for *E. coli*, had no effect on *E. coli* growth (Fig. 1i). However, cultures treated with both H2A and MAG2 extended the lag time significantly. Furthermore, combined H2A/MAG2 treatment significantly increased intracellular PI fluorescence after 1 h (Supplementary Fig. 1H), indicating membrane permeabilization accompanies the enhanced antimicrobial activity of H2A.

### H2A enters the cytoplasm and enhances LL-37 uptake

We fluorescently-labeled H2A with AlexaFluor488 (AF-H2A) to track H2A localization. AF-H2A bactericidal activity was confirmed via growth inhibition assays (Supplementary Fig. 2A). Treatment of *E. coli* and *S. aureus* using AF-H2A alone produced little or no cellular fluorescence (Fig. 2a, b), indicating lack of H2A uptake, consistent with Fig. 1c, e. Under low magnesium, enhanced AF-H2A uptake was observed (Fig. 2c, d), consistent with the ability of H2A to increase membrane permeabilization in low magnesium (Fig. 1c). Treatment using kanamycin or chloramphenicol did not induce AF-H2A uptake (Fig. 2b), consistent with the inability of these antibiotics to enable the entry of H2A. Importantly, membrane permeabilization by LL-37, polymyxin B (PMB), or MAG2 significantly enhanced AF-H2A uptake (Fig. 2a, b and Supplementary Fig. 2B, C). Coupled with the growth dynamics findings above (Fig. 1d, f), these results indicate that H2A-mediated growth inhibition is concomitant with the uptake of H2A into the cell.

**Fig. 2:**
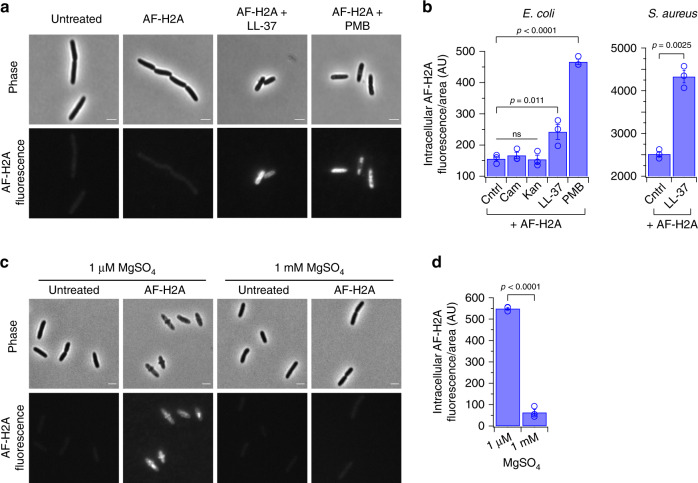
LL-37 increases the intracellular uptake of H2A. **a** Fluorescence and phase-contrast images of *E. coli* that are untreated or treated with fluorescently-labeled H2A (AF-H2A) alone or in combination with 2 μM LL-37 or 1 μg/mL PMB. AF-H2A is mixed with unlabeled H2A (1% AF-H2A, combined concentration of 10 μg/mL) to decrease fluorescence intensity. The relative brightness of the PMB-treated fluorescence image was decreased for display purposes. **b** Intracellular fluorescence intensities of *E. coli* that are untreated or treated with AF-H2A alone or in combination with 10 μg/mL chloramphenicol (Cam), 50 μg/mL kanamycin (Kan), 2 μM LL-37, or 1 μg/mL polymyxin B (PMB). Intracellular fluorescence intensities of *S. aureus* treated with AF-H2A alone or in combination with 2 μM LL-37. **c** Fluorescence and phase-contrast images of untreated *E. coli* and *E. coli* treated with AF-H2A in media containing low (1 μM) magnesium and physiological (1 mM) magnesium. **d** Intracellular fluorescence intensities of *E. coli* treated with AF-H2A in media containing low (1 μM) magnesium and physiological (1 mM) magnesium. Fluorescence intensities in (**b**) were measured after a 1-h treatment with H2A alone or in combination with Cam, Kan, LL-37, or PMB. Fluorescence intensities in (**d**) were measured after a 3-h treatment with H2A. Bars indicate mean ± SEM for three independent experiments. Images are representative of three independent experiments. A one-way ANOVA was performed for the *E. coli* data in (**b**). No adjustments were made for multiple comparisons. Two-tailed and one-tailed t-tests were performed for the *S. aureus* data in (**b**) and for (**d**), respectively. Scale bars represent 2 μm.

While H2A (at 10 μg/mL) itself does not induce membrane permeabilization at physiological magnesium (Figs. 1e and 2b), it might enhance uptake through membrane pores formed by LL-37. We thus measured effects of H2A on LL-37 uptake using fluorescently-labeled LL-37 (5-FAM-LL-37). Fluorescence was observed in the cytoplasm using a treatment of LL-37 alone (Fig. 3a, b), consistent with a previous report^45^. Importantly, H2A significantly increased LL-37 uptake over the course of 1 h (Fig. 3a–c and Supplementary Fig. 2D). Furthermore, H2A increased the localization of LL-37 to the membrane (Fig. 3c and Supplementary Fig. 2D). H2A did not shift LL-37 entirely to the membrane, as this would have been discernible as a rim pattern, such as that produced by the membrane dye FM4-64 (Fig. 3c and Supplementary Fig. 2D). Together, these results suggest H2A enhances the effect of membrane pores by enabling greater uptake of LL-37 into the cytoplasm and inducing membrane localization of LL-37.

**Fig. 3:**
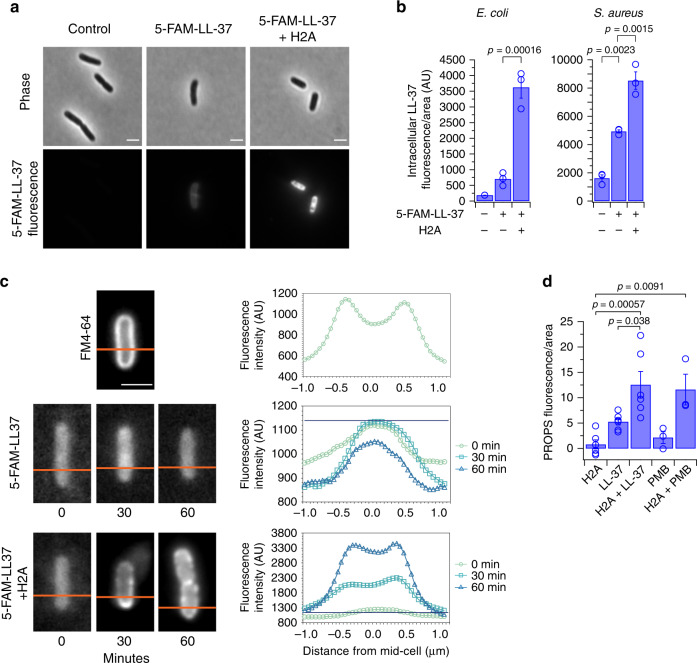
Histone H2A increases the intracellular uptake of LL-37, localizes LL-37 to the membrane, and disrupts the proton gradient with LL-37. **a** Fluorescence and phase-contrast images of *E. coli* that were untreated or treated with fluorescently-tagged LL-37 (5-FAM-LC-LL-37) alone or in combination with 10 μg/mL H2A. 5-FAM-LC-LL-37 is mixed with unlabeled LL-37 (1% 5-FAM-LC-LL-37, combined concentration of 2 μM) to decrease fluorescence intensity. **b** Intracellular fluorescence intensities of untreated *E. coli* and *S. aureus* or treated *E. coli* and *S. aureus* with 5-FAM-LC-LL-37 alone or in combination with 10 μg/mL H2A (*n* = 3 for each condition). Fluorescence intensities were measured after a 1-h period. **c** Representative images and associated fluorescence intensity profiles of *E. coli* that were treated with 1% 5-FAM-LC-LL-37 alone or in combination with 10 μg/mL H2A for 0, 30, or 60 min. The profiles are taken along the lines indicated in orange. The maximum fluorescence intensity of the 5-FAM-LL-37-treated cells (without H2A) is indicated by a horizontal blue line. Cell membranes were visualized using FM4-64. **d** Intracellular fluorescence intensities of *E. coli* containing the proteorhodopsin optical proton sensor (PROPS) plasmid pJMK001, which measures membrane potential. Fluorescence intensities were measured after a 1-h treatment with 10 μg/mL H2A, 1 μM LL-37, or both H2A and LL-37 (*n* = 6 for each condition); or with 1 μg/mL PMB or H2A and PMB (*n* = 3 for each condition). Bars indicate mean ± SEM of biologically-independent experiments. One-way ANOVAs were performed. No adjustments were made for multiple comparisons. Images are representative of three independent experiments. Scale bars represent 2 μm.

The enhancement by H2A of LL-37 membrane pores could significantly impact ion gradients across the membrane, disrupting ATP production. We thus measured the bacterial proton motive force (PMF) using the proteorhodopsin optical proton sensor (PROPS), which increases fluorescence with a loss in PMF due to electrical depolarization^46^. The change in fluorescence is due to protonation of a Schiff base on the proteorhodopsin inside the membrane. The fast dynamics of the reporter has captured electrical spiking in bacterial membranes due to changes in the PMF^46^. Treatment of *E. coli* with H2A had no effect on the PMF (Fig. 3d), consistent with the lack of membrane permeabilization by H2A (Fig. 1e). Cells treated with both H2A and LL-37 or with both H2A and PMB exhibited significantly higher PROPS fluorescence than cells treated with LL-37 or PMB alone, indicating that H2A further depolarizes the membrane and disrupts the PMF. We note that PROPS fluorescence is affected by the growth phase and pH^47^. All the cells were harvested at mid-exponential growth phase and were cultured in buffered medium, which minimizes potential changes in pH.

### H2A inhibits bacterial recovery and membrane repair

We next tested bacterial recovery from H2A-induced damage. If H2A enhances uptake by membrane pores and depolarizes the membrane, these mechanisms would inhibit bacterial recovery even in the absence of AMPs and H2A. We quantified the extent of membrane repair in a strain of *E. coli* that expresses CFP under the control of a constitutively-active *ompA* promoter. *E. coli* were treated with LL-37 alone or in combination with H2A, washed to remove the treatments, and recovered in fresh medium lacking treatments. During the recovery period, cells previously treated with H2A or LL-37 alone resumed growth and division and retained expression of CFP (Fig. 4a). In contrast, cells treated with H2A and LL-37 formed membrane blebs at the mid-cell position (Fig. 4a). Within 10 min of the formation of membrane blebs, cells lost CFP fluorescence, indicating rapid leakage of cytoplasmic contents into the surrounding medium (Fig. 4a). Blebs were observed for only 10-20 min during the recovery period (Fig. 4a), indicating that the structures were temporary. The formation of membrane blebs in dual-treated cells is consistent with the observation of membrane blebs in the SEM images (Supplementary Fig. 1E). Membrane blebs were not observed in all cells, which we attribute to the transient nature of the blebbing events.

**Fig. 4:**
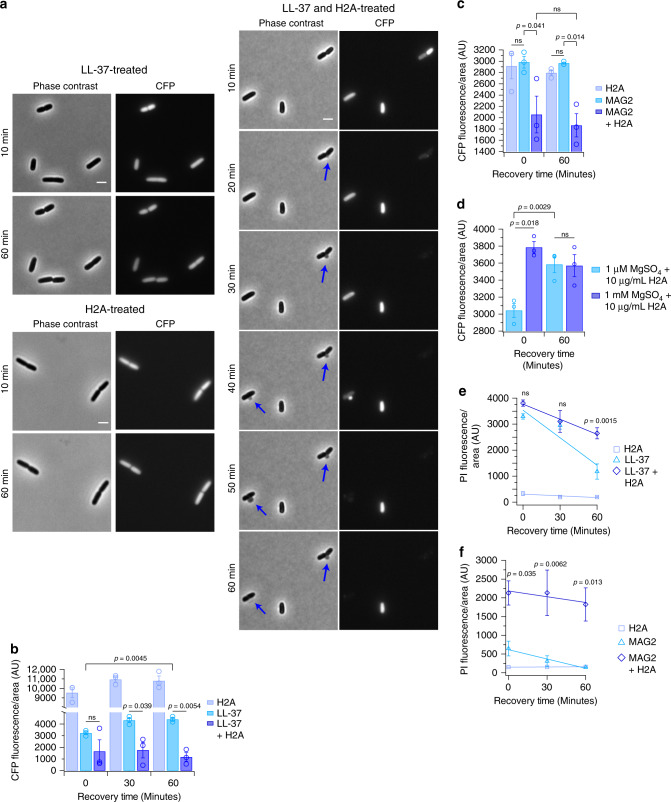
Histone H2A inhibits membrane recovery by stabilizing LL-37-induced pore formation. **a** Fluorescence and phase-contrast time-lapse images and **b** CFP fluorescence intensities of *E. coli* that constitutively express CFP. *E. coli* were initially treated for 1 h with 10 μg/mL H2A, 1 μM LL-37, or the combination of 10 μg/mL H2A and 1 μM LL-37, and then recovered for a 1-h period without the treatments. Arrows indicate the formation of membrane blebs. **c** CFP fluorescence intensities of *E. coli* that constitutively express CFP that were initially treated for 1 h with 10 μg/mL H2A, 10 μM magainin-2 (MAG2), or the combination of 10 μg/mL H2A and 10 μM MAG2, and then recovered for a 1-h period without the treatments. **d** CFP fluorescence intensities of *E. coli* that constitutively express CFP that were initially treated for 3 h with 10 μg/mL H2A in media containing low (1 μM) magnesium and physiological (1 mM) magnesium, and then recovered for a 1-h period without the treatments. **e** Intracellular propidium iodide (PI) fluorescence of *E. coli* over a 1-h recovery following a 1-h treatment with H2A, LL-37, or the combination of H2A and LL-37. **f** Intracellular propidium iodide (PI) fluorescence of *E. coli* over a 1-h recovery following a 1-h treatment with H2A, MAG2, or the combination of H2A and MAG2. Data shown as mean ± SEM and are representative of three independent experiments. For comparison of LL-37 treatments at 0 and 60 min in (**b**), a one-way ANOVA was performed using LL-37 data only. Two-way ANOVAs were performed for all other comparisons. No adjustments were made for multiple comparisons. *p* values in **e**, **f** are indicated for comparisons between LL-37 and LL-37 + H2A and between MAG2 and MAG2 + H2A, respectively. ns > 0.05. Images are representative of three independent experiments. Scale bars represent 2 μm.

We quantified CFP fluorescence in cells during the recovery period to measure the extent of recovery following treatment with H2A or AMPs. To ensure that the analysis focused specifically on the ability to recover, cells were also stained with propidium iodide (PI). Cells that demonstrated significant membrane damage by the treatments (PI positive) were excluded from the analysis during the recovery period. CFP fluorescence increased or remained the same during the recovery period following treatment with only LL-37 or MAG2 (Fig. 4b, c), indicating the ability of cells to recover from AMP-induced membrane pore formation. CFP fluorescence in cells treated with H2A alone was high across the recovery period, consistent with the lack of antimicrobial activity from H2A alone. In contrast, during recovery following a combined treatment of H2A with either LL-37 or MAG2, CFP expression remained depressed (Fig. 4b, c), indicating persistent damage from which the cell cannot recover.

The inability to recover from cell damage may reflect the specific combination of H2A with AMP-induced pores. To test this, we performed recovery experiments using low-magnesium medium in place of AMPs as an alternative method of increasing membrane permeability (Supplementary Fig. 2E) and enabling initial AF-H2A uptake (Fig. 2c, d). Treatment with H2A in the low magnesium condition significantly decreased CFP fluorescence relative to the physiological magnesium condition (Fig. 4d). However, CFP fluorescence was restored following a 60 min recovery period and increased to levels comparable to growth in a physiological magnesium environment (Fig. 4d). Thus, H2A causes persistent cell damage that is specific to AMP-induced pores, and causes only transient cell damage when the membrane is permeabilized using a non-AMP method such as growth in low magnesium medium.

Bacterial recovery from H2A was further assessed by monitoring PI fluorescence. After 1 h of recovery, PI fluorescence in LL-37-treated cells was significantly lower compared to cells that were treated with both H2A and LL-37 (Fig. 4e). H2A-treated cells showed consistently low PI fluorescence across the recovery period, indicating the lack of membrane damage by H2A. These results suggest that bacteria can repair membrane pores induced by LL-37 but the presence of H2A inhibits repair of LL-37-induced pores. Similar results were observed using MAG2 in place of LL-37 (Fig. 4f). In addition, cells that were treated with H2A in low magnesium repaired membrane permeabilization within 30 min of the recovery period (Supplementary Fig. 2F), which supports the model that inhibition of repair by H2A is specific to AMP-induced pores.

Thus, H2A enhances the permeabilizing effects of AMP-induced membrane pores by facilitating H2A and LL-37 uptake, and by inhibiting repair of AMP-induced pores. We refer to this effect as pore stabilization by H2A. In further support of the pore-stabilizing effects of H2A, we observed that the dual treatment of H2A and LL-37 caused a dramatic decrease in cell size (Supplementary Fig. 2G). This result is consistent with a model in which H2A-stabilized pores enable the efflux of cytoplasmic components out of the cell and disrupts the membrane. Furthermore, the result suggests a potential mechanism for the production of cellular debris in the dual-treated SEM images (Fig. 1h and Supplementary Fig. 1E).

### H2A disrupts DNA organization and suppresses transcription

We next investigated the role of H2A subsequent to cellular entry. *E. coli* were electroporated with H2A and cultured in the continued presence of H2A. We confirmed initial entry of H2A into *E. coli* via electroporation using fluorescently-labeled AF-H2A (Supplementary Fig. 3A). The electroporation of H2A into *E. coli* had a striking inhibitory effect on growth, increasing the lag time of the cultures comparable to those treated with LL-37 alone (Fig. 5a) and decreasing CFUs to nearly undetectable levels on non-selective media following a 1 h treatment (Fig. 5b). The growth inhibition was not due to the process of electroporation or the presence of H2A alone, as these conditions had relatively minor impacts on growth (Fig. 5a, b). The dramatic decrease in CFUs on non-selective media indicate that the effects of H2A, whether through introduction into the cell by electroporation or through co-treatment with LL-37, is bactericidal and that the mechanism is rapid. Together, these results indicate that H2A has a growth-inhibitory effect in the cytoplasm and suggest that H2A affects an intracellular bacterial target.

**Fig. 5:**
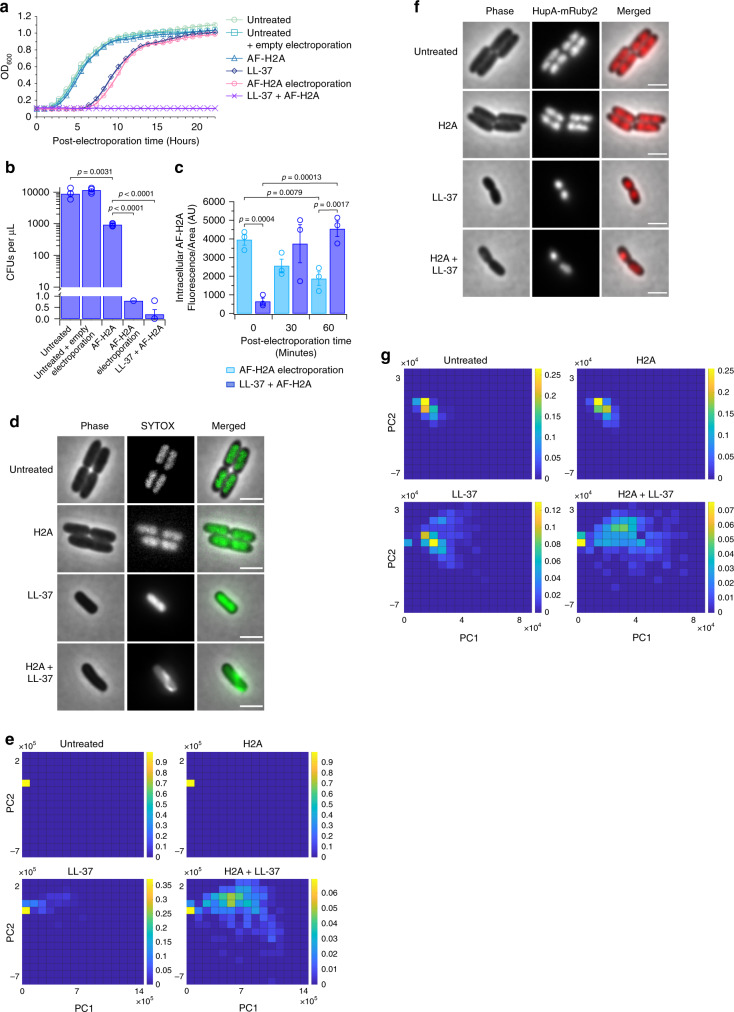
H2A entry into the bacterial cytoplasm inhibits growth, perturbs chromosomal organization, and suppresses transcription. **a** Growth profiles of *E. coli* that were untreated, electroporated in the absence of any treatment (empty electroporation), treated with 10 μg/mL AF-H2A, 2 μM LL-37, or both, or electroporated with 10 μg/mL AF-H2A and cultured with the same concentration of AF-H2A. Cells were cultured in minimal medium containing 1 mM magnesium. AF-H2A was mixed with unlabeled H2A (1% AF-H2A, combined concentration of 10 μg/mL) (*n* = 4 for each condition). **b** CFUs per microliter of cultures that were treated for 1 h under identical conditions as (**a**) and plated on non-selective LB plates (*n* = 4 for each condition). **c** AF-H2A fluorescence intensities of *E. coli* that were cultured under identical conditions as (**a**) (*n* = 3 for each condition). **d** Representative phase contrast, SYTOX fluorescence, and merged images of *E. coli* that were untreated or treated with 10 μg/mL H2A, 2 μM LL-37, or both. The fluorescence images are displayed using the full range of pixel values in the images. **e** Corresponding principal component analysis (PCA) of images of SYTOX-stained *E. coli* (*n* = 3 for each condition). Each cell is represented as a point on a PCA plot, which is then transformed into a density plot. The color scales indicate normalized cell densities. **f** Representative phase contrast, HupA-mRuby2 fluorescence, and merged images of *E. coli* that express HupA-mRuby2 that were untreated or treated with 10 μg/mL H2A, 2 μM LL-37, or both. **g** Corresponding PCA analysis of *E. coli* expressing HupA-mRuby2 that has been transformed to density plots (*n* = 3 for each condition). For imaging, cells were immobilized for 3 h on agarose pads containing 2 μM LL-37, 10 μg/mL H2A, or both. For SYTOX analysis, pads additionally contained 5 μM SYTOX. Bars and points are shown as mean ± SEM of biologically-independent experiments. One-way ANOVAs were performed in (**b**) and a two-way ANOVA was performed in (**c**) in which the 30-min data were excluded the analysis. See Supplementary information for raw statistical data. Images are representative of three independent experiments. Scale bars represent 2 μm.

We note that during the period that followed the electroporation of H2A, the concentration of H2A in the cytoplasm decreased in *E. coli* (Fig. 5c) despite the fact that additional H2A was present in the extracellular medium. This suggests that the presence of H2A inside the cytoplasm does not induce further membrane pore formation. In contrast, the dual treatment of LL-37 and H2A caused H2A levels to rise within the cytoplasm (Fig. 5c) and produced a striking irrecoverable effect on growth (Fig. 5a, b). This data further supports the hypothesis that H2A stabilizes the membrane pores induced by LL-37. We note that dual LL-37/H2A treatment had more growth impact than previously observed (Fig. 1d), likely due to the low magnesium present during electrocompetent cell preparation.

Although histones bind eukaryotic DNA, their ability to interact with bacterial DNA has not been characterized. We hypothesized that H2A complexes with microbial DNA, perturbing replication and transcription. To measure potential H2A-bacterial DNA interactions, we performed non-denaturing polyacrylamide gel electrophoresis of purified *E. coli* genomic DNA with H2A (Supplementary Fig. 3B, C). Increasing H2A levels inhibited DNA migration, indicating interactions between H2A and bacterial DNA (Supplementary Fig. 3B, C). LL-37 exhibited less retention of bacterial DNA for a comparable range of concentrations (Supplementary Fig. 3D, E).

We then measured the effect of H2A on *E. coli* chromosomes in live cells using Sytox Green, which fluoresces upon binding to DNA but does not inhibit bacterial growth at low concentrations^48^. Cells were pre-treated with H2A, LL-37, or with a combination of H2A and LL-37 for 3 h. Fluorescence was distributed uniformly in untreated cells, indicating a diffuse bacterial chromosome (Fig. 5d). Treatment using H2A alone produced no change in localization, which was expected since H2A treatment does not induce H2A entry into the cytoplasm (Fig. 2a, b). Treatment using LL-37 also produced no significant change in localization, suggesting that the chromosome is not significantly perturbed by LL-37. The addition of H2A to LL-37-treated cells induced a webbed pattern in the chromosome (Fig. 5d), suggesting that H2A entry induces chromosomal reorganization. We performed principal component analysis to identify changes in the chromosomal organization over several hundred cells in each condition. This analysis provides a visualization of how similar or dissimilar chromosomal patterns are for all cells in a single condition. The clustering of cells together along the two principal components (PC1 and PC2) indicates similarities in chromosomal organization whereas those that are distributed further apart indicate dissimilarities in organization. We plotted the principal components for the four treatment conditions as normalized density plots (Fig. 5e). Most cells in untreated, H2A-treated, and LL-37-treated conditions clustered together near a single position. However, treatment using both H2A and LL-37 caused a broad distribution of chromosomal organization patterns. Importantly, this pattern of the chromosomal organization was distinct from that produced through treatment of H2A or LL-37 alone.

To further characterize H2A impact, we visualized HupA localization using a *HupA-mRuby2* construct^45^. HupA is a bacterial DNA-binding protein that reports on chromosomal organization. HupA distributions in untreated and H2A-treated cells were largely diffuse and comparable (Fig. 5f). Treatment with LL-37 condensed the fluorescence near the center of the cell (Fig. 5f), distinct from the fluorescence of untreated or H2A-treated cells (Fig. 5g). Treatment with both H2A and LL-37 caused fluorescence condensation and asymmetric localization towards the periphery of the cell (Fig. 5f), a pattern distinct from untreated, H2A-treated, or LL-37-treated cells (Fig. 5g). This result further supports the hypothesis that H2A rearranges the bacterial chromosome.

To characterize H2A’s transcriptional effects, we quantified mCherry expression in an *E. coli* strain containing a tetracycline promoter (activated by anhydrotetracycline) that was transcriptionally fused to a gene encoding mCherry. Similar constructs have measured transcription in other studies^49,50^. We note that inhibition of translation could also affect mCherry fluorescence. Following 1-h pre-treatment with H2A, LL-37, or both, cells were induced for transcription using anhydrotetracycline for 1 h (Fig. 6a). Pre-treatment with H2A or LL-37 had little effect on mCherry fluorescence, indicating the H2A or LL-37 do not inhibit transcription induction. However, the combined H2A/LL-37 treatment decreased mCherry fluorescence, suggesting H2A inhibits transcription upon entry.

**Fig. 6:**
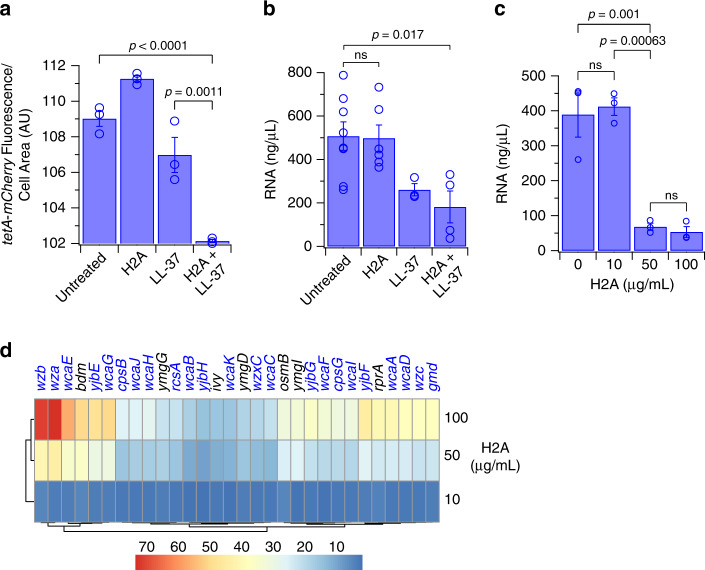
H2A suppresses global bacterial transcription and upregulates membrane biogenesis. **a** Intracellular fluorescence intensities of a transcriptional reporter fusion of mCherry to a *tet*-inducible promoter. *E. coli* were pre-treated for 1 h with 10 μg/mL H2A, 2 μM LL-37, or both, and induced for transcription using anhydrotetracycline (*n* = 3 for each condition). Fluorescence was measured after 1 h. **b** RNA yields of *E. coli* that were untreated (*n* = 8) or treated with 10 μg/mL H2A (*n* = 6), 1 μM LL-37 (*n* = 3), or the combination of H2A and LL-37 (*n* = 4). **c** RNA yields of *E. coli* that were untreated or treated with 10, 50, or 100 μg/mL H2A for 30 min (*n* = 3 for each condition). **d** Top 30 upregulated *E. coli* genes in response to increasing H2A treatment, as determined through RNAseq of triplicate experiments. The majority of the genes are involved in the colonic acid/slime pathway, which synthesizes lipids and sugars that strengthen the outer membrane, are indicated in blue. Bars and points are shown as mean ± SEM and are representative of biologically-independent experiments. One-way ANOVAs were performed. No adjustments were made for multiple comparisons. ns > 0.05. Scale bars represent 2 μm.

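The 30 genes with the largest fitted increases at 100 μg/mL H2A were the 30 genes of Fig. 6d, and 18 of them lie in the colanic acid (colonic acid) cluster, whose products build and export a surface polysaccharide. *wzb*, which encodes the tyrosine phosphatase of the cluster, had a log2 fold change of 6.14 (standard error 0.29, 3 libraries per condition, adjusted p = 4.19e-09 from edgeR's quasi-likelihood test). *wcaE*, a predicted glycosyltransferase gene, had a log2 fold change of 5.71 (standard error 0.15, adjusted p = 3.90e-11 from the same edgeR test). The 12 genes outside the cluster included *bdm*, a gene linked to biofilm formation, with a log2 fold change of 5.67, and *yjbE* of the *yjbEFGH* exopolysaccharide operon, with 5.60. They also included the small regulatory RNA *rprA*, with a log2 fold change of 5.14, and *ivy*, which encodes an inhibitor of lysozyme, with 3.93. All 30 genes were higher than in untreated cultures, with each of the 3 treated libraries above each of the 3 untreated ones, and the largest of their adjusted p-values from edgeR was 2.11e-08, for *ymgI*. The genes of Fig. 6d were chosen on these samples, so their direction here is not independent evidence. With a minimum of 10 counts in every library, which left 9 of the 20 genes of the cluster in the test, 14 of the 30 largest increases were genes of Fig. 6d and 8 were in the cluster.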

H2A’s transcriptional effect was further analyzed through measurements of overall RNA production. A decrease in RNA yield was observed after 30 min of treatment with 10 μg/mL H2A and 1 μM LL-37 (Fig. 6b). Additionally, the total RNA yield was dramatically decreased after 30 min of treatment with 50 or 100 μg/mL H2A alone (Fig. 6c), which are concentrations that partially inhibited growth (Supplementary Fig. 3F). These results are consistent with the ability of H2A to inhibit transcription across the population.

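RNA was sequenced from cultures of *E. coli* MG1655, a laboratory strain, that were untreated or had been treated with 10, 50 or 100 μg/mL of the histone H2A for 30 min, with 3 libraries per condition and 12 in all. Fig. 6 and the sample labels give these doses and this time, whereas the methods paragraph on RNA sequencing describes 10 μg/mL H2A, LL-37 and several harvest times. Fig. 6 describes the experiments as triplicate and biologically independent. Ribosomal RNA was depleted and the cDNA was prepared with a directional kit. The authors aligned the reads to the MG1655 genome (U00096.3) with Bowtie2 version 2.2.4 and counted them per gene and per intergenic region with their own software. The counts of each library sum to the number of mapped reads stated for it, which was 3269813, 43961776 and 11409935 in untreated replicates 1, 2 and 3. It ranged from 7278735 to 12273818 at 10 μg/mL H2A (median 10085775), from 10752143 to 16123263 at 50 μg/mL (median 10980835) and from 12269289 to 14822181 at 100 μg/mL (median 13053632). The paper states a depth of at least 10 M reads per condition, and the lowest total of a condition was 29.6 M mapped reads, which is the depth the values here use. Between 7.13% and 7.82% of the counts of a library fell in intergenic regions, which were left out of library sizes and tests. The 22 rows of ribosomal RNA hold no counts in any library. Of 4502 genes, the 4310 with enough counts by edgeR's filter were tested with edgeR's quasi-likelihood test in a single fit of the 12 libraries, with TMM normalization and Benjamini-Hochberg adjusted p-values at a threshold of 0.05. Levels are given in CPM (gene counts scaled to the library size) after TMM normalization, as mean ± SD. Such values are relative to the RNA of each library, so a change in the total RNA of the cells does not appear in them. The paper's text does not state the counting rule, the use of strand or the treatment of reads that match several places, so values of overlapping, antisense or near-identical genes are less certain. Untreated replicate 1 has the fewest reads, which limits the precision of genes with low counts in untreated cultures.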

To understand the bacterial transcriptional response to H2A, we performed RNA-seq using increasing histone concentrations, instead of using both H2A and AMPs, since the latter condition convolves the effects of both molecules. Further, higher histone concentrations, such as 50 and 100 μg/mL H2A, may occur locally in NETs or upon release from lipid droplets.

H2A upregulated genes belonging to the colonic acid cluster, including *wza*, *wzb*, *wzc*, *wcaABCDEFGHIJKL*, *gmd*, and *wzx*, (Fig. 6d), a 19-gene cluster encoding genes for surface polysaccharide and O-antigen production^51^. 

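All 20 genes of the colanic acid cluster were higher at 50 and at 100 μg/mL H2A than in untreated cultures, and 12 of them were higher at 10 μg/mL (20, 20 and 20 when adjusted over the list alone). The cluster lies between 2114502 (*wcaM*) and 2137243 (*wza*) of the U00096.3 chromosome. *gmd*, at 2127193 to 2128314, encodes GDP-mannose dehydratase of the GDP-fucose pathway, and its level was 7.99 ± 1.62 CPM (SD, n = 3) in untreated cultures, 19.6 ± 1.78 at 10 μg/mL and 297.8 ± 8.16 at 100 μg/mL. Its log2 fold change at 100 μg/mL was 5.33 (standard error 0.13, adjusted p = 1.75e-11 from edgeR's quasi-likelihood test). *wcaJ*, which encodes the enzyme that starts the polysaccharide repeat on its lipid carrier, had a log2 fold change of 4.77 (standard error 0.11, adjusted p = 1.75e-11 from edgeR). The smallest log2 fold changes of the cluster at 100 μg/mL were those of *wcaM*, 1.84, and *wcaL*, 2.84. Between 50 and 100 μg/mL, 17 of the 20 genes rose further (19 when adjusted over the list alone), all but *wcaK*, *wcaM* and *wzxC*, and without replicate 2 at 50 μg/mL 7 did. As a list, the cluster stood above the other genes by limma's camera test at 10, 50 and 100 μg/mL, also with an estimated correlation (adjusted p = 0.0184, 0.0364 and 0.0266), whereas for 100 against 50 μg/mL the adjusted p was 3.68e-24 and 0.0518 with an estimated correlation. The list used here runs from *wza* to *wcaM* and holds 20 genes, 1 more than the paper gives for the cluster. The paper's text or Fig. 6d names 19 of them, all but *wcaM*, from the same samples, so for these the list is not independent evidence of the direction. The 12 genes at 10 μg/mL became 7 without untreated replicate 2, 6 with a minimum of 10 counts in every library and 2 in a fit of only the 2 groups compared, and the 20 genes at the higher doses became 9 of 9 tested with that minimum.

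**Figure D1:**
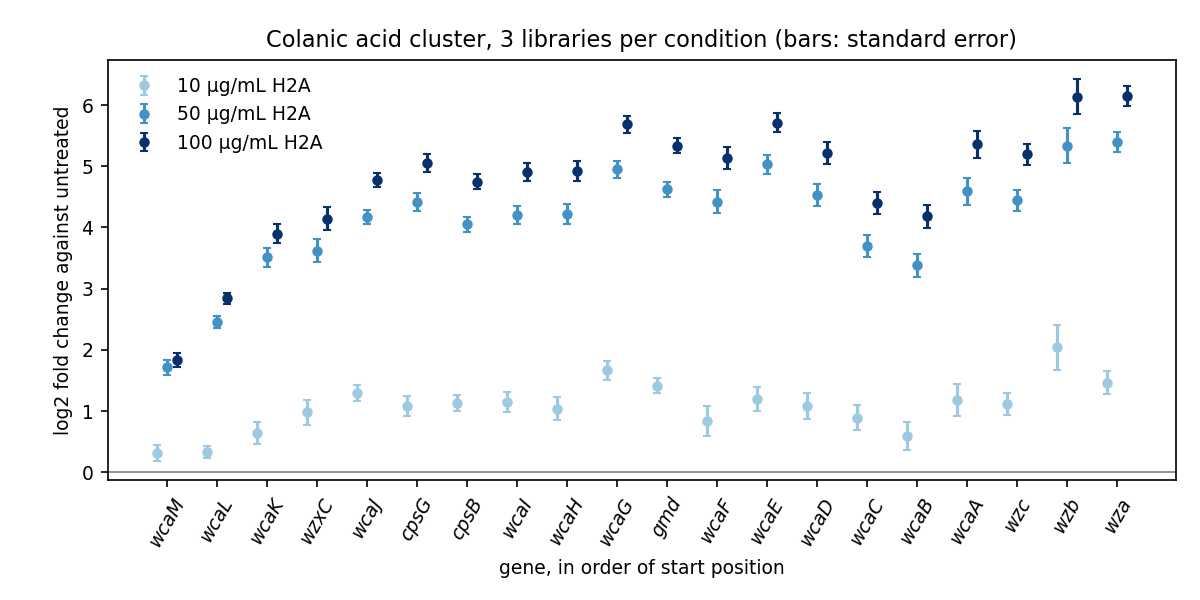
Log2 fold change of the 20 genes of the colanic acid cluster against untreated cultures (vertical axis) for genes in order of start position (horizontal axis), at 10, 50 and 100 μg/mL H2A. Points are fitted values from 3 libraries per condition and bars are standard errors; at 100 μg/mL the points lie between 1.84 (*wcaM*) and 6.14 (*wza* and *wzb*).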

Notably, these products are recognized by host cells as hallmarks of bacterial infection and modulate pro-inflammatory responses^18^. Colonic acid also assists in maintaining the membrane potential^52^. Since H2A increases the disruption in PMF (Fig. 3d), this transcriptional response may reflect the cell attempting to repair PMF disruption. The greatest transcriptional changes induced by 10 μg/mL H2A were also the greatest changes induced by 100 μg/mL H2A (Supplementary Table 1). In particular, *wza* was upregulated 73-fold in cultures treated with 100 μg/mL H2A for 30 min. 

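At 10 μg/mL H2A, 24 genes were higher and 7 were lower than in untreated cultures by edgeR's quasi-likelihood test, and all 31 were also higher or lower, in the same direction, at 100 μg/mL. Over all genes tested, the groups did not overlap for 9.6%, where chance gives 10%. *osmB*, which encodes an osmotically inducible lipoprotein, showed the largest increase, from 9.65 ± 3.06 CPM (SD, n = 3) to 41.2 ± 10.0 CPM, a log2 fold change of 2.17 (standard error 0.21, adjusted p = 0.000245 from edgeR). *wcaG* of the colanic acid cluster had a log2 fold change of 1.67 (standard error 0.15, adjusted p = 0.000205 from edgeR). The largest decreases were in genes of sulfate assimilation: *cysD*, a subunit of ATP sulfurylase, had a log2 fold change of -4.26 (standard error 0.53, adjusted p = 0.00117 from edgeR) and *cysP*, the thiosulfate-binding protein, of -3.99 (standard error 0.48, adjusted p = 0.000968 from edgeR). *cysD* stood at 78.7, 195.8 and 38.2 CPM in untreated replicates 1, 2 and 3 and at 3.83, 8.54 and 4.83 CPM at 10 μg/mL. Of the 30 genes with the largest fitted changes in either direction at 10 μg/mL, whether or not they passed the test, 15 were among the 30 largest at 100 μg/mL, all with the same sign. The others ranked from 31 (*cysP*) to 201 (*cysW*) at 100 μg/mL. Of the 30 largest increases, 27 were shared. All 12 libraries were also simulated with no change at any dose, each gene drawn separately around its mean over the 12 libraries. The pairing of same-numbered libraries was left out. Genes that rose with H2A were thus drawn with more counts than they had in untreated cultures. The spread was a single estimate per gene for all conditions, although untreated libraries differed more among themselves than those at 50 and 100 μg/mL. The simulated sharing may therefore be too low. In these simulations 10 and 100 μg/mL shared 6.52 of 30 in either direction (at most 11 in 50 simulations) and 8.82 increases (at most 15). Independent lists would share 0.209. Among the 31 genes past the test at 10 μg/mL, 4.28 increases and 1.46 decreases would be shared by independent lists. The simulations shared 0.02 called genes, which sets no level for this overlap, since with no change at either dose few genes pass the test. Across the 4310 genes, which are not independent replicates, the log2 fold changes at 10 and 100 μg/mL had a Pearson correlation of 0.691 (0.486 in the simulations) and a covariance of 0.163 (0.0196 in the simulations, a difference of 0.144). The 3 untreated libraries are too few for each dose to have 2 of its own, so part of the excess may come from the shared controls. The count of 24 became 39 without untreated replicate 3 and 4 in a fit of only the 2 groups, in which *cysD* and *cysP* had an edgeR adjusted p of 0.0793, the highest over the alternatives (from 1.31e-11). The count of 7 became 13 without untreated replicate 2, 48 without untreated replicate 3, 3 and 2 without replicates 1 and 3 at 10 μg/mL, and 16 with the replicate number as a block, and the 27 shared increases became 17 without untreated replicate 2.

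**Figure D2:**
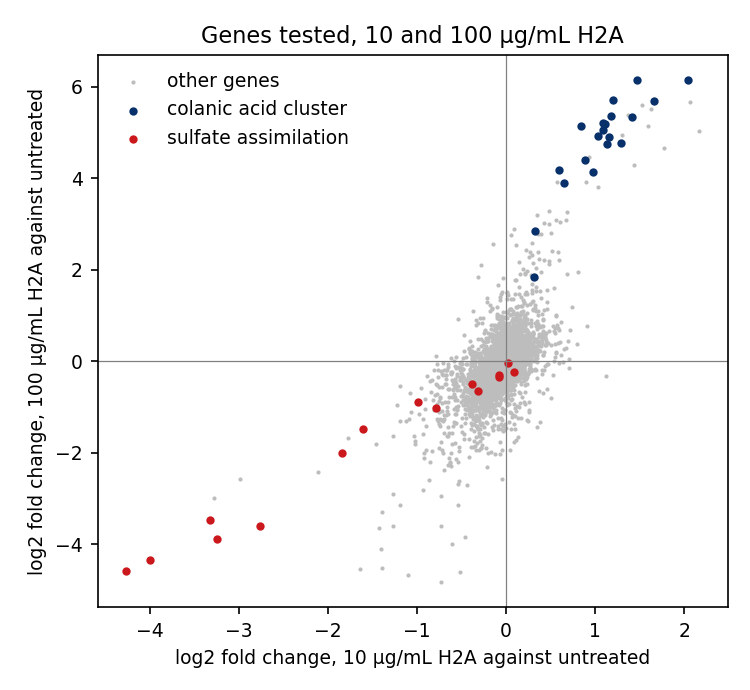
Fitted log2 fold change of each of the 4310 genes tested at 10 μg/mL H2A (horizontal axis) and at 100 μg/mL H2A (vertical axis), both against the same 3 untreated libraries. Genes of the colanic acid cluster (blue) lie at the upper right, up to 2.04 and 6.14 for *wzb*, and genes of sulfate assimilation (red) reach -4.26 and -4.59 for *cysD*.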

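*wza*, which encodes the outer membrane channel that exports colanic acid, lies at 2136104 to 2137243 of the U00096.3 chromosome. Its level was 1.91 ± 0.551 CPM (SD, n = 3) in untreated cultures, 5.51 ± 1.23 at 10 μg/mL H2A, 85.1 ± 4.33 at 50 μg/mL and 142.4 ± 9.88 at 100 μg/mL. The fitted increase at 100 μg/mL was 70.6-fold, a log2 fold change of 6.14 (standard error 0.16, adjusted p = 3.54e-11 from edgeR's quasi-likelihood test), and in the authors' deposited table of averaged fractions the ratio is 72.8. At 50 μg/mL the increase was 42.2-fold (adjusted p = 1.58e-10 from edgeR) and at 10 μg/mL 2.76-fold (adjusted p = 0.00148 from edgeR). *wza* rose further between 50 and 100 μg/mL, by a log2 fold change of 0.74 (adjusted p = 0.00414 from edgeR). The untreated level rests on 4, 83 and 26 counts in replicates 1, 2 and 3. In a fit of only the 2 groups compared, the edgeR adjusted p of *wza* at 10 μg/mL was 0.117, and over all alternatives it ranged from 1.82e-09 to 0.117.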

The gene cluster is tightly regulated by the *rcs* phosphorelay system, where transcription of the H-NS-regulated *rcsA* regulator increased 22-fold due to H2A treatment. 

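*rcsA*, the auxiliary activator of the Rcs phosphorelay, lies at 2023968 to 2024591 of the U00096.3 chromosome and rose from 17.1 ± 0.751 CPM (SD, n = 3) in untreated cultures to 32.8 ± 2.26 at 10 μg/mL H2A, 258.6 ± 18.5 at 50 μg/mL and 379.1 ± 22.8 at 100 μg/mL. The fitted increase at 100 μg/mL was 22.1-fold, a log2 fold change of 4.46 (standard error 0.09, adjusted p = 9.08e-12 from edgeR's quasi-likelihood test). Of the 6 Rcs regulators, 3 rose at 100 μg/mL and 3 did not pass the test (3 rose when adjusted over the list alone). The camera adjusted p was 0.00876, and 0.183 with an estimated correlation. The list has a median log2 fold change of 0.20 and a mean of 0.92. It holds *rcsA*, a gene of Fig. 6d, which was drawn from these samples, so for *rcsA* the list is not independent evidence of the direction. *rcsB*, the response regulator, rose by a log2 fold change of 0.49 (standard error 0.07, adjusted p = 0.000199 from edgeR) and *rcsD*, the phosphotransfer protein, by 0.22 (adjusted p = 0.00827 from edgeR, 0.0657 with library totals in place of TMM, and 0.000371 to 1 over the alternatives). The sensor kinase gene *rcsC* had a log2 fold change of 0.08 (adjusted p = 0.505 from edgeR), the outer membrane lipoprotein gene *rcsF* of 0.18 (adjusted p = 0.214), and *yrfF*, the inhibitor of the pathway, of 0.10 (adjusted p = 0.245). Of 19 other known Rcs targets, 16 rose and 1 fell at 100 μg/mL (16 and 1 when adjusted over the list alone), with a camera adjusted p of 0.0266 with an estimated correlation. *ugd*, which encodes UDP-glucose dehydrogenase, had a log2 fold change of 3.19 (standard error 0.09, adjusted p = 4.91e-11 from edgeR), and *rflP*, an inhibitor of flagellar regulation, of -1.22 (adjusted p = 0.00122 from edgeR). Of these 19 targets, 11 are also shown in Fig. 6d, which was drawn from these samples, so they are not independent evidence of the direction. *hns*, the gene of H-NS, had a log2 fold change of 0.16 (adjusted p = 0.151 from edgeR), and of 18 genes silenced by H-NS, 4 rose and 5 fell (4 and 5 when adjusted over the list alone; camera adjusted p = 0.679). Without untreated replicate 2 these were 2 and 2, without replicate 1 at 100 μg/mL 2 and 3, and without replicate 3 at 100 μg/mL 2 fell.

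**Figure D3:**
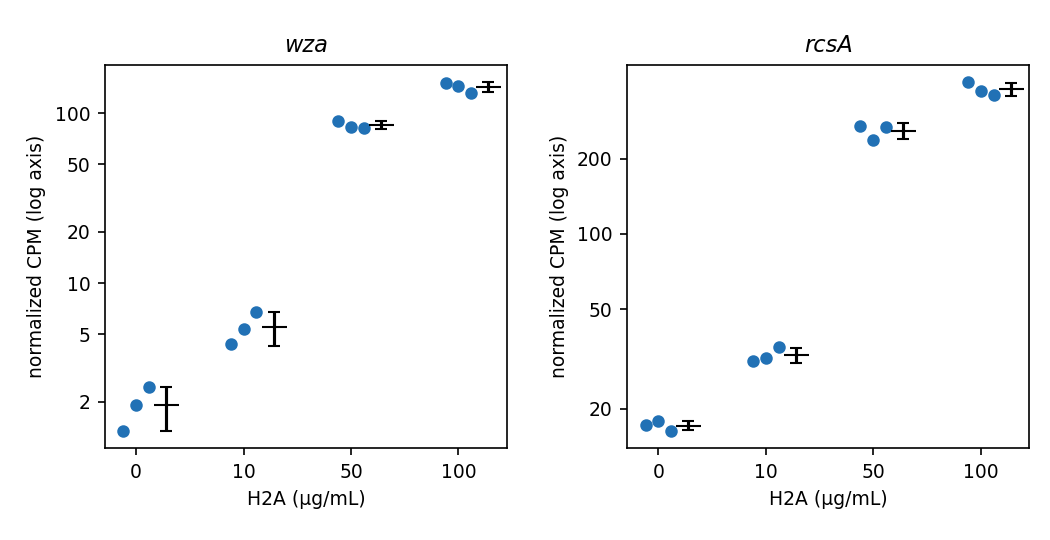
Normalized CPM (log axis) of *wza* and *rcsA* in each of 3 libraries (points) at 0, 10, 50 and 100 μg/mL H2A, with the mean and SD beside them in black. For both genes each library at a higher dose lies above each library at the lower doses, and the means of *rcsA* run from 17.1 to 379.1 CPM.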

We validated *rcsA* upregulation using a transcriptional fusion of YFP to the *rcsA* promoter in cells co-expressing CFP under control of the *ompA* promoter (Supplementary Fig. 4A). Importantly, cells that were membrane-permeabilized (PI-positive) exhibited a significant increase in *rcsA-yfp* expression and decrease in *ompA-cfp* expression (Supplementary Fig. 4B). Thus, H2A induces selective upregulation of membrane biogenesis components while globally decreasing transcription. 

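Genes of the cell envelope moved in both directions at 100 μg/mL H2A. Of 21 genes of the sigma E envelope stress response, which maintains outer membrane assembly, 18 rose and 3 did not pass the test (19 rose when adjusted over the list alone; camera adjusted p = 0.0266 with an estimated correlation). They included the sigma factor gene *rpoE*, with a log2 fold change of 1.31 (standard error 0.07, adjusted p = 2.21e-08 from edgeR's quasi-likelihood test), and the periplasmic chaperone gene *fkpA*, with 0.88 (standard error 0.06, adjusted p = 1.62e-07 from edgeR). Of 16 genes of outer membrane proteins and their regulators, 4 rose and 6 fell (5 and 6 when adjusted over the list alone; camera adjusted p = 0.792). The channel gene *tolC* rose by a log2 fold change of 1.05 (adjusted p = 3.63e-06 from edgeR), whereas the porin genes had log2 fold changes of -1.77 for *ompF* (adjusted p = 7.19e-10 from edgeR) and -0.80 for *ompC* (adjusted p = 1.28e-05). *ompA*, another abundant outer membrane protein gene, was at 13380 ± 746 CPM (SD, n = 3) in untreated cultures and 9923 ± 193 at 100 μg/mL, a log2 fold change of -0.43 (standard error 0.08, adjusted p = 0.000947 from edgeR). At 50 μg/mL *ompA* had a log2 fold change of -0.34 (adjusted p = 0.00526 from edgeR) and at 10 μg/mL of -0.04 (adjusted p = 0.9), and no fall of *ompA* passed a test against a fold of 1.5 (adjusted p of 1 from edgeR's glmTreat at 50 and 100 μg/mL, the highest over the alternatives, from 7.38e-05 and 3.24e-07). Of 25 lipopolysaccharide synthesis genes, 7 rose and 6 fell (7 and 6 when adjusted over the list alone; camera adjusted p = 0.76), with a median log2 fold change of 0.07, a mean of -0.09 and a test toward higher. Among them the acyltransferase gene *lpxD* rose by 0.34 (adjusted p = 0.000887 from edgeR), and *lpxP*, a cold-induced acyltransferase gene, had a log2 fold change of -3.60 (adjusted p = 5.38e-06 from edgeR). Of 23 phospholipid and fatty acid synthesis genes, 10 rose and 2 fell (11 and 4 when adjusted over the list alone; camera adjusted p = 0.0752), and *plsB*, the first acyltransferase of phospholipid synthesis, rose by a log2 fold change of 0.89 (adjusted p = 1.89e-05 from edgeR). Of 22 peptidoglycan synthesis genes, 7 rose and 15 did not pass the test (7 rose when adjusted over the list alone; camera adjusted p = 0.0478, and adjusted p = 0.396 with an estimated correlation), among them the synthase gene *mrcB* with a log2 fold change of 0.65 (adjusted p = 1.14e-05 from edgeR). The camera adjusted p of the peptidoglycan list was 0.071 without untreated replicate 1 and 0.0541 and 0.0515 without replicates 1 and 3 at 100 μg/mL, and 0.0279 to 0.396 over the alternatives. Of 16 genes of the Cpx envelope stress response, 5 rose and 2 fell (5 and 3 when adjusted over the list alone; camera adjusted p = 0.287, toward higher, at a median of -0.04 and a mean of 0.08), and the 2 that fell became 1 without untreated replicate 2 or replicate 1 at 100 μg/mL and 6 without untreated replicate 3; the protease gene *degP* rose by a log2 fold change of 2.44 and *cpxP*, the inhibitor of the pathway, had a log2 fold change of -1.78 (adjusted p = 1.43e-10 and 7.15e-05 from edgeR). Over all 4310 genes tested, 769 were higher and 900 lower at 100 μg/mL, and 713 were higher and 794 lower at 50 μg/mL. The excess of lower genes did not hold in every fit. Without untreated replicate 2, edgeR called 700 higher and 627 lower at 100 μg/mL, and 540 and 529 at 50 μg/mL. DESeq2 called 827 higher and 782 lower at 100 μg/mL, and 762 and 706 at 50 μg/mL. At 100 μg/mL the groups did not overlap for 48.2% of the genes and at 50 μg/mL for 45.6%, where chance gives 10%. At 10 μg/mL this share was 9.6%, no more than chance gives. These counts are relative to each library's own total and hold no measure of the amount of RNA per cell. After the RNA yields, the upregulated genes and its reporter measurements, the paper concludes that H2A selectively raises membrane biogenesis components while transcription falls globally.

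**Figure D4:**
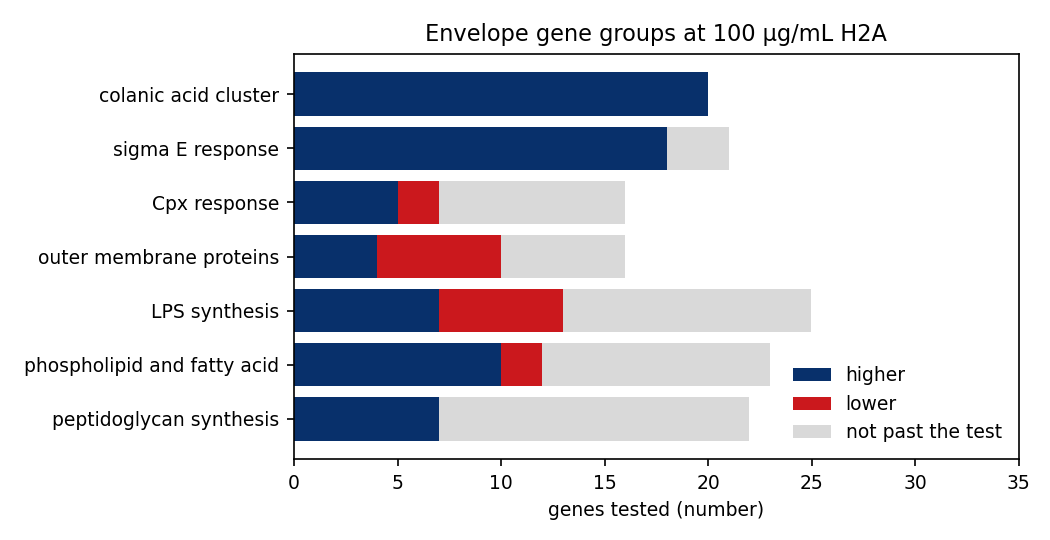
Number of genes tested (horizontal axis) in 7 groups of cell envelope genes at 100 μg/mL H2A against untreated cultures, divided into genes that were higher (blue), lower (red) or did not pass edgeR's test (grey). All 20 genes of the colanic acid cluster and 18 of 21 of the sigma E response were higher, whereas 4 of 16 outer membrane protein genes were higher and 6 were lower.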

An *rcsA* mutant showed increased sensitivity to treatment with H2A and LL-37 (Supplementary Fig. 4C), indicating its key role in promoting survival in response to H2A.

### Histone-AMP synergy due to a positive feedback loop

Together, histones and AMPs constitute a positive feedback loop: histone entry into bacteria facilitates the uptake of AMPs, which further increases histone uptake (Fig. 7a). Feedback loops provide exponential amplification of small signals. We modeled AMP/histone dynamics using first order differential equations, encoding passive diffusion of AMPs and histones into the cytoplasm, the increase of AMP entry by histones, and the increase of histone entry by AMPs (full model details are described in the Methods). In our simulations, we observed that feedback between AMPs and histones exponentially amplifies the uptake of both (Fig. 7b and Supplementary Fig. 5A). Thus, low concentrations of histones and AMPs together can trigger an exponential uptake of both, effectively lowering the MIC of these molecules and resulting in rapid bacterial killing. This is consistent with the all-or-none bimodal membrane permeabilization phenotype that we observed among dual-treated populations (Supplementary Fig. 5B). If interactions between the two lacked positive feedback, cells would take up far less of each (Fig. 7b and Supplementary Fig. 5A), and a continuous distribution of membrane permeabilization would instead be observed. Importantly, while bacteria can respond to a dual histone/AMP attack by increasing the expression of outer-membrane repairing machinery, this response does not defeat the exponential nature of the feedback loop and only serves to elevate the threshold concentration required to activate it.

**Fig. 7:**
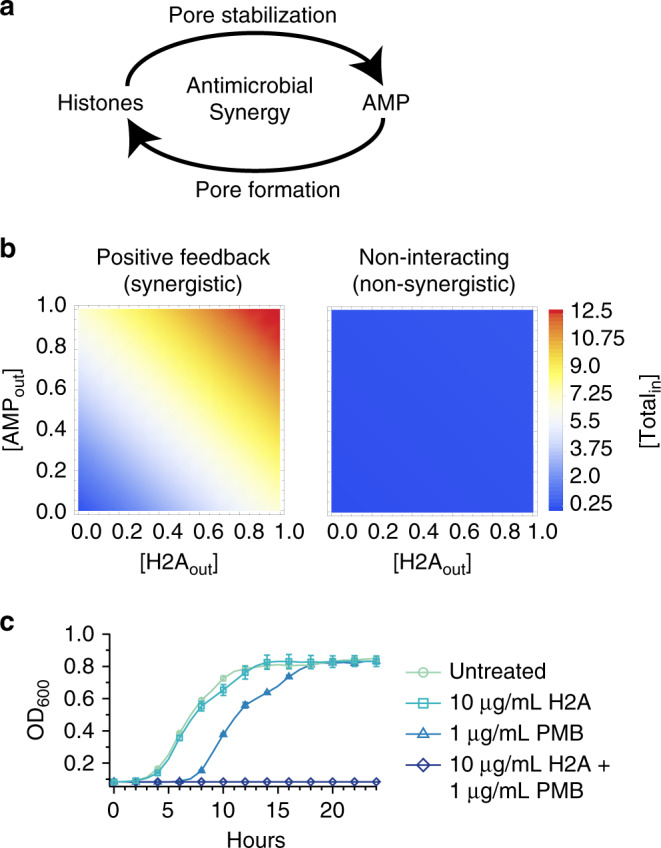
Histones and AMPs form a positive feedback loop that facilitates the uptake of antimicrobials into the cell. **a** The interactions between histones and AMPs constitute a positive feedback loop in which AMP-induced pore formation increases the uptake of histones, which in turn, stabilizes the pore to facilitate uptake of additional AMPs. **b** Simulations indicating the total intracellular histone and AMP concentration for positive feedback and non-interacting relationships for a range of histone and AMP concentrations outside of the cell. Details of the simulations are described in the Methods section. **c** Growth profiles of *E. coli* treated with 10 μg/mL H2A, 1 μg/mL PMB, or both in medium containing 1 mM magnesium (*n* = 3 for each condition). Points are the average of biologically-independent experiments. Error bars indicate SEM.

The combination of histones, or histone fragments, with a pore-forming agent could provide a new strategy to kill bacteria. We investigated possible synergy between H2A and the cationic antibiotic polymyxin B (PMB)^53^, a pore-forming antibiotic typically used as a last-resort drug. Recent reports show that polymyxin-resistant strains of *E. coli* have emerged^54^. PMB permeabilizes the bacterial membrane and enables uptake of the peptide itself^24^, a mechanism similar to LL-37. Treatment of *E. coli* with 1 μg/mL PMB slightly inhibited growth (Fig. 7c). Based on our model, supplementing PMB treatment with H2A should lead to synergistic killing. Indeed, concurrent treatment of H2A and PMB completely eradicated bacterial growth (Fig. 7c) and was more effective at inhibiting growth than kanamycin or chloramphenicol at near-MIC or above-MIC concentrations using otherwise identical growth conditions (Fig. 1f and Supplementary Fig. 1D). Our model thus demonstrates that incorporating a natural defense strategy can have a potent impact on antibiotic efficacy. Identifying other synergies in natural host defenses is likely to yield important insights that can be incorporated into future antimicrobial designs.

## Discussion

The histone antimicrobial mechanism has remained elusive for decades. The work here discovers that histone H2A kills bacteria in conjunction with AMPs by inducing depolarization of the membrane potential, enhancing the effects of pore formation by AMPs, reorganizing bacterial chromosomal DNA, and repressing transcription. Importantly, the main activity of H2A is not observed in physiological environments unless a membrane pore-forming agent is present. These findings place into context the previous findings of limited histone activity in physiological conditions^19–25^ and demonstrate that the antimicrobial effects of histones are unmasked when histones combine with other actors. While AMP-mediated pore formation has significant bactericidal activity, our results show that bacteria can largely recover from these effects. However, when both H2A and AMPs are present, killing is synergistic and irrecoverable.

Innate immune responses require concerted action among multiple components; the AMPs/histones activity described here represents such a mechanism. The role of AMPs in immune responses would thus appear to be the formation of membrane pores that facilitate the entry of other antimicrobial molecules such as histones into bacteria. Once inside, such molecules may target different bacterial growth mechanisms. AMPs and histones thus function as two components of a multi-step innate immunity antimicrobial mechanism.

H2A has antimicrobial activity at the membrane and within the cytoplasm. At the membrane, H2A enhances LL-37-induced pores, increasing LL-37 and H2A uptake, inhibiting repair of AMP-induced membrane pores, increasing destruction of the gradient required for ATP production, and facilitating the release of cellular contents. Repair inhibition was not observed in membranes that were weakened through growth at low magnesium concentrations, which suggests that pore stabilization by H2A is specific to AMP-induced pores. H2A could enhance the AMP-induced pores through two mechanisms: impeding pore repair by making AMP membrane removal more difficult, or by increasing membrane tension, proposed as a mechanism of action by some AMPs^55^, which would facilitate creation of AMP-induced pores and increase the difficulty of closing them.

Inside, H2A targets multiple processes providing an additional level of assault. H2A’s transcriptional inhibition diminishes the bacterial response, preventing repair of cell damage caused by AMP-induced pores. However, H2A’s antimicrobial activity is not fully dependent on AMP pore formation, as both growth with H2A in low magnesium conditions and the electroporation of H2A into the cytoplasm inhibited growth and were bactericidal, as judged by decreases in CFUs. We thus propose transcriptional inhibition as a potential third mechanism by which H2A stabilizes pores. We note that the electroporation of H2A inhibited growth to a less extent than the combined treatment of using both H2A and LL-37. The greater inhibition in the latter case may be attributed to the persistent pore formation by LL-37, as opposed to the transient pores formed during electroporation. Future work is required to evaluate the relative impacts of H2A acting at the membrane and within the cytoplasm on bacterial death.

H2A and LL-37 constitute a self-amplifying mechanism that significantly lowers the effective minimum inhibitory concentration of both molecules. As H2A shares significant structural and chemical similarities with other histones^33^ and LL-37 shares similarities with other cathelicin-derived AMPs and defensin AMPs^32^, the results and model suggest potential synergy between other histones and AMPs. In support of this, synergy was observed between histone H3 and LL-37, and between H2A and magainin-2. In certain environments, such as a lesion or NETs, proteases may cleave histones, producing histone-derived peptides^56^, which could also synergize with AMPs. Importantly, as AMP antibacterial activity can be modulated, peptides may be designed in the future to increase membrane permeabilization, translocation, or synergy with other AMPs^57,58^. In principle, a single molecule that has both AMP-like and histone-like properties, such that it both induces pores in membranes and inhibits transcription, could have a self-amplifying effect by itself.

Given histone toxicity to the host^15–18^, the therapeutic potential of histones and AMPs should be considered in the context of natural host defenses, including NETs and lipid droplets. The binding of histones and AMPs to NETs may prevent generalized histone spread and avoid off-target effects. Further, histone localization to lipid droplets for targeted release to kill bacteria^20^ could provide an effective delivery mechanism while limiting off-target effects.

The ubiquitous co-occurrence of histones and AMPs in the immune system suggests that this antimicrobial mechanism is present in a wide range of cell types. In addition to the formation of NETs by neutrophils, histone- and AMP-rich extracellular traps form in macrophages (METs) and in dendritic cells^59,60^. Extracellular traps (ETs) have been observed in other immune cells, including mast cells and eosinophils, suggesting a role for histones and AMPs in antimicrobial activity in these cells^61^. Recent reports also demonstrate that different types of NETs are established through distinct citrullination-dependent or citrullination-independent pathways^62^. Our data suggest that the citrullinated form of histone H3 has less antimicrobial activity. The level of histone citrullination could represent a mechanism for the cell to tune the level of antimicrobial activity while balancing autoimmune activation. Future work will need to investigate the impact of different NET formation pathways on antimicrobial activity and autoimmunity and will need to investigate the general co-occurrence of histones and pore-forming agents within and beyond the innate immunity system, where they may function effectively as a two-component antimicrobial mechanism.

## Methods

### Growth conditions

Strains were streaked onto LB-Miller (BD Biosciences, Franklin Lakes, NJ) petri dishes containing 2% Bacto agar (BD Biosciences), incubated at 37 °C to obtain single colonies, and inoculated into MinA minimal medium^63^ with 1 mM MgSO_4_ and supplemented with 0.1% casamino acids. In summary, MinA minimal medium contains per 1 L Milli-Q water: 4.5 g KH_2_PO_4_, 10.5 g K_2_HPO_4_ 1 g (NH_4_)_2_SO_4_, 0.5 g sodium citrate • 2H_2_0, 0.2% glucose, 0.1% casamino acids, and 1 mM MgSO_4_. Cultures were grown to stationary phase at 37 °C in a shaking incubator at 225 rpm overnight. Bacteria were either used immediately or sub-cultured to mid-exponential phase (OD_600_ of 0.2). For low ionic conditions, saturated cultures growing in minimal medium containing 1 mM MgSO_4_ were diluted 1:1000 into the minimal medium containing 1 μM MgSO_4_.

### Bacterial strains

Experiments were performed using the *E. coli* strain MG1655 (seq)^64^, which is devoid of the bacteriophage lambda and F plasmid, and the *S. aureus* strain RN4220, which was originally derived from NCTC8325-4 was used for experiments involving Gram-positive bacteria^65^. The proton gradient was measured using pJMK001 in the *E. coli* strain XL1 Blue (Addagene, Watertown, MA), which expresses the PROPS protein under the control of the arabinose promoter^46^. MAL204 (MG1655 f(*ompA-cfp*) attλ::[*P*_*rcsA*_*-yfp*]), constructed by Melissa Lasaro and Mark Goulian, unpublished) contains YFP fused to the promoter of *rcsA*, integrated at the lambda attachment site and constitutively expresses a transcriptional fusion of CFP to *ompA*. Chromosomal reorganization experiments were performed with a strain of *E. coli* containing fluorescent HupA (*hupA-mRuby2-FRT-cat-FRT*)^45^. MAL190 (MG1655 attλ::[*cat tetR* f(*tetA-mCherry)*], constructed by Melissa Lasaro and Mark Goulian, unpublished) contains the *tetR* and *tetA* genes integrated at the phage lambda attachment site and a transcriptional fusion of mCherry to the 3′ end of *tetA*. The *rcsA* mutant strain was constructed by P1 transduction of the D(*rcsA*)::kan allele from the Keio collection^66^ strain JW1935 (Yale Genetic Stock Center, New Haven, CT), yielding AT14A.

### Antimicrobial peptides, proteins, and antibiotics

Experiments involving histone treatments used calf thymus histone H2A (Sigma, St. Louis, MO), human histone H3 (Cayman Chemical, Ann Arbor, MI), or citrullinated human histone H3 (Cayman Chemical, Ann Arbor, MI). Experiments involving antimicrobial peptide treatment used the human cathelicidin LL-37 (Anaspec, Fremont, CA), FAM-LC-LL-37 (Anaspec, Fremont, CA), or magainin-2 (Anaspec, Fremont, CA). Experiments involving antibiotic treatments used kanamycin sulfate (Sigma), chloramphenicol (Sigma), or polymyxin B sulfate salt (Sigma).

### Agar plate assay

To quantify the effects of histone treatment in low ionic conditions, overnight cultures of stationary phase *E. coli* or *S. aureus* were diluted 1:1000 into the minimal medium containing 1 μM or 1 mM MgSO_4_ and cultured with or without 10 μg/mL histone H2A. Bacteria were cultured for 1 h at 37 °C in a shaking incubator at 225 rpm. Bacterial suspensions were diluted 1:1000 into fresh minimal medium with either 1 μM or 1 mM MgSO_4_ and 25 μL of diluted bacterial suspension was plated on non-selective LB-Miller agar plates. Plates were incubated for 18 h at 37 °C and assessed for CFUs. To quantify the effects of synergy treatments on CFU counts, overnight cultures of stationary phase *E. coli* were diluted 1:1000 in minimal medium with 1 mM MgSO_4_ and cultured with 10 μg/mL H2A, 2 μM LL-37, or both H2A and LL-37 for 1 h. After treatment, bacterial suspensions were diluted 1:1000 into fresh minimal media with 1 mM MgSO_4_ and 25 μL of diluted bacterial suspension was plated on LB-Miller agar plates. Plates were incubated for 18 h at 37 °C and assessed for CFUs.

### Growth profiles

Growth curve experiments were performed using a Synergy HTX multi-mode plate reader and sterile, tissue-culture treated, clear bottom, black polystyrene 96-well microplates (Corning). The temperature setpoint was 37 °C and preheated before beginning measurements. Each well contained 200 μL of total bacterial solution. For experiments performed with stationary phase bacteria, overnight cultures of bacteria were grown overnight to saturation, diluted 1:1000 into the minimal medium with 1 μM or 1 mM MgSO_4_, and supplemented with H2A, LL-37, kanamycin, chloramphenicol, or polymyxin B. For experiments performed with exponential-phase bacteria, overnight cultures of bacteria were sub-cultured in fresh minimal medium containing 1 mM MgSO_4_ and grown to an optical density at 600 nm (OD_600_) of 0.2. Exponential-phase bacteria were diluted 1:20 into fresh minimal medium with 1 μM or 1 mM MgSO_4_, and supplemented with H2A, LL-37, magainin-2, kanamycin, chloramphenicol, or polymyxin B. After adding antimicrobial agents, bacterial cultures were immediately added to the 96-well microplates for growth measurements. Growth curves were constructed by taking measurements every 15 min for up to 48 h. Shaking was set to continuous orbital, with a frequency of 282 cpm (3 mm). The read speed was normal, with a 100 msec delay, and 8 measurements per data points.

### Phase contrast and fluorescence microscopy

Fluorescence images were acquired with a Nikon Eclipse Ti-E microscope (Nikon, Melville, NY) containing a Nikon 100X Plan Apo (1.45 N.A.) objective, a 1.5X magnifier, a Sola light engine (Lumencor, Beaverton, OR), an LED-DA/FI/TX filter set (Semrock, Rochester, NY) containing a 409/493/596 dichroic and 474/27 nm and 575/25 nm filters for excitation and 525/45 nm and 641/75 nm filters for emission for visualizing the GFP and mCherry fluorescence, respectively, an LED-CFP/YFP/MCHERRY filter set (Semrock) containing a 459/526/596 dichroic and 438/24 nm and 509/22 nm filters for excitation and 482/25 nm and 544/24 nm filters for emission for visualizing CFP and YFP fluorescence, respectively, a Cy5 filter set (Chroma) containing a 640/30 nm filter for excitation, a 690/50 nm filter for emission, and a 660 nm long pass dichroic for imaging PROPS fluorescence, a Hamamatsu Orca Flash 4.0 V2 camera (Hamamatsu, Bridgewater, NJ), and an Andor DU-897 EMCCD camera. Images were acquired using Nikon NIS-Elements version 4.5 and analyzed by modifying custom-built software^67,68^ (version 1.1) written in Matlab (Mathworks, Natick, MA). See ‘Code Availability’ section below for code. After treating bacteria with antimicrobial agents, 5 µl of culture was plated on 1% agarose-minimal medium pads and imaged immediately, which is described in ref. ^69^. A minimum of 100 cells were imaged and analyzed in each experiment.

### Propidium iodide staining

To visualize membrane permeability of stationary phase *E. coli* in low and physiological magnesium concentrations, overnight cultures of MG1655 were grown overnight to saturation and diluted 1:1000 into minimal medium with 1 μM or 1 mM MgSO_4_, with or without 10 μg/mL H2A. 30 μM propidium iodide was co-incubated with the solution of bacteria for 1 h at 37 °C in a shaking incubator at 225 rpm before plating on 1% agarose-minimal medium pads. Data were collected using the mCherry filter. To visualize membrane lysis of mid-exponential-phase *E. coli*, overnight cultures of MG1655 were grown overnight to saturation, sub-cultured in fresh minimal medium containing 1 mM MgSO_4_ and grown to an OD_600_ of 0.2. Exponential-phase bacteria were diluted 1:20 into fresh minimal medium with 1 μM or 1 mM MgSO_4_, and supplemented with H2A, LL-37, magainin-2, kanamycin, chloramphenicol, or polymyxin B. Bacteria were cultured at least 1 h at 37 °C in a shaking incubator at 225 rpm before plating on 1% agarose-minimal medium pads. 30 μM propidium iodide was co-incubated with the solution of bacteria for at least 15 min before imaging. Data was collected using the mCherry filter.

### SEM imaging

MG1655 was cultured to an OD_600_ of 0.2, diluted 1:20, and supplemented with 10 μg/mL H2A and/or 1 μM LL-37. Cells were treated for 1 h and added to a glass-bottomed petri dish for 15 min. Due to lower levels of adhesion, control cells were not diluted 1:20 and were incubated in the glass-bottomed petri dish for 45 min. Media was removed and 4% paraformaldehyde (PFA) was added for 20 min to fix bacteria. Dehydration was performed using serial ethanol dilutions. The fixed and dehydrated samples were coated with 10 nm of iridium using an ACE600 sputter coater (Leica Microsystems, Buffalo Grove, IL). Bacteria and surfaces were then characterized using a FEI Magellan 400 XHR Scanning Electron Microscope (FEI Company, Hillsboro, OR) at a 45° tilt angle with an acceleration voltage of 3 kV.

### Fluorescent histone labeling

Histone 2A was fluorescently labeled with Alexa Fluor 488 NHS Ester (Invitrogen). Briefly, 10 mg of H2A was dissolved in 1 mL of 0.1 M sodium bicarbonate buffer. 50 μL Alexa Fluor dye dissolved in DMSO (10 mg/mL) was added, and the solution continuously stirred at room temperature for 1 h. A PD MidiTrap G-25 column (GE Healthcare Life Sciences, Pittsburgh, PA) was equilibrated with Milli-Q water and used to remove unreacted Alexa Fluor.

### Fluorescent histone and fluorescent LL-37 uptake

*E. coli* strain MG1655 or *S. aureus* strain RN4220 was cultured to an OD_600_ of 0.2, and diluted 1:20 into fresh minimal medium containing 1 mM MgSO_4_. H2A uptake in *E. coli* was measured by adding 10 μg/mL AF-H2A (1% Alexa Fluor-labeled H2A mixed with 99% unlabeled H2A) and 10 μg/mL Cam, 50 μg/mL Kan, 2 μM LL-37, 1 μg/mL PMB, or 10 μM MAG2, incubating for 1 h, and analyzing using fluorescence microscopy. H2A uptake in *S. aureus* was measured using same concentrations of AF-H2A and LL-37. To measure uptake in low ionic conditions, *E. coli* was grown to OD_600_ of 0.2 in minimal medium containing 1 mM MgSO_4_, and diluted 1:20 into fresh minimal medium containing 1 μM or 1 mM MgSO_4_. H2A uptake in *E. coli* was measured by adding 10 μg/mL AF-H2A (1% Alexa Fluor-labeled H2A mixed with 99% unlabeled H2A), incubating for 3 h, and analyzing using fluorescence microscopy. LL-37 uptake in both bacteria was measured by adding 1 μM fluorescently-labeled LL-37 (1% 5-FAM-LC-LL-37 (Anaspec) mixed with 99% unlabeled LL-37) or additionally with 10 μg/mL unlabeled H2A, incubating for 1 h, and imaging using fluorescence microscopy. Time-lapse measurements of LL-37 uptake in *E. coli* were performed by adding 2 μM fluorescently-labeled LL-37 (3% 5-FAM-LC-LL-37 mixed with 97% unlabeled LL-37) or additional 10 μg/mL unlabeled H2A, immobilizing on agarose pads, and imaging using fluorescence microscopy. Cell membranes were visualized by adding 1.6 μM FM4-64 (MilliporeSigma, Burlington, MA), immobilizing on agarose pads, and imaging using fluorescence microscopy.

### PROPS fluorescence analysis

The *E. coli* strain XL-1 Blue containing the PROPS plasmid pJMK001 were grown in LB in a shaking incubator at 33 °C, induced with arabinose and 5 μM retinal, and incubated in darkness for 3.5 h. The culture was spun down and resuspended in M9 minimal medium^46^. *E. coli* were back-diluted into fresh MinA minimal medium, cultured to an OD_600_ of 0.2, diluted 1:20 into fresh MinA minimal medium, treated with 10 μg/mL H2A, 1 μM LL-37, both H2A and LL-37, 1 μg/mL PMB, or both H2A and PMB, and incubated for 1 h. Cells were immobilized on a 1% agarose pad and imaged using a Cy5 filter.

### Electroporation of *E. coli* with H2A

Electrocompetent MG1655 were prepared by culturing in SOB to an OD_600_ of 0.2 to 0.5, washing with 10% chilled glycerol 4 times, resuspending to an OD_600_ of 0.2, and freezing at −80 °C. For electroporation, 10 µg/ml of H2A or the equivelant volume of water was added to 50 µl of electrocompetent *E. coli*, transferred to a 1 mm electroporation cuvette, and shocked using the “Ec1” setting on a Bio-Rad Micropulser (Bio-Rad, Hercules, CA). Cells were resuspended in cold MinA minimal medium with 1 mM MgSO_4_ in a final volume of 1 mL containing 10 µg/ml of H2A, 2 µM of LL-37, or both H2A and LL-37, and cultured at 37 °C. To count CFUs, cultures were diluted serially using minimal medium containing 1 mM MgSO_4_ and 25 μL of the dilutions were plated on non-selective LB-Miller agar plates. Plates were incubated for 18 h at 37 °C and assessed for CFUs by counting the number of colonies present.

### Timelapse of *E. coli* recovery

To quantify the time-course of recovery in *E. coli* treated with H2A alone, LL-37 alone, or the synergistic combination of LL-37 and H2A, MAL204 was cultured to mid-exponential phase in MinA minimal medium, treated with 10 μg/mL H2A, 1 μM LL-37, or 1 μM LL-37 with 10 μg/mL H2A, and incubated for 1 h. The solution was filtered through a 0.22 μm filter to remove excess LL-37 and H2A and cells were resuspended in fresh minimal medium. Cells were immobilized on a 1% agarose pad and imaged over an hour time period.

### Time course of membrane healing

To quantify the time-course of membrane repair in bacteria treated with H2A alone, AMPs alone, or the synergistic combination of AMPs and H2A, MAL204 was grown to mid-exponential phase in MinA minimal medium, diluted 1:20 with 10 μg/mL H2A, 1 μM LL-37, 1 μM LL-37 with 10 μg/mL H2A, 10 μM MAG2, or 10 μM MAG2 with 10 μg/mL H2A, and incubated for 1 h. The solution was filtered through a 0.22 μm filter to remove excess LL-37 and H2A and cells were resuspended in fresh minimal medium. Cells were allowed to recover for 0, 30, and 60 min before the addition of 30 μM propidium iodide for 15 min prior to performing fluorescence microscopy. Intracellular propidium iodide fluorescence and CFP fluorescence were quantified. To quantify the time-course of membrane repair in bacteria treated with H2A in low and physiological environments, MAL204 was grown to mid-exponential phase, diluted 1:20 into minimal media with 1 μM or 1 mM MgSO_4_, with or without 10 μg/mL H2A, and incubated for 3 h. The solution was filtered through a 0.22 μm filter to remove excess H2A and cells were resuspended in fresh minimal medium. Cells were allowed to recover for up to 60 min before the addition of 30 μM propidium iodide for 15 min prior to performing fluorescence microscopy. Intracellular propidium iodide fluorescence and CFP fluorescence were quantified.

### Cell aggregate size and cell size analysis

MG1655 were cultured to an OD_600_ of 0.2, diluted 1:20 into fresh MinA minimal medium, treated with 0-4 μM LL-37 or 0-100 μg/mL H2A, and incubated for 1 h. Cells were immobilized on an agarose pad, imaged using phase contrast microscopy, and analyzed using our own custom-written image analysis tools^67,68^ version 1.1 that was written in in Matlab (Version R2017b; Mathworks, Natick, MA). See the “Code availability” section below to download code. The total pixel area of each individual cell was determined by computing the mask area and converting from pixels to μm^2^ by multiplying the mask area by a factor of 0.00422 μm^2^/pixel to account for the microscope camera pixel size and objective magnification.

### Chromosomal analysis using SYTOX and HupA-mRuby2

MG1655 or XL-1 Blue expressing HupA-mRuby2 was cultured to OD_600_ of 0.2, diluted 1:20 into fresh MinA minimal medium, and treated with 2 μM LL-37, 10 μg/mL H2A or both LL-37 and H2A for 30 min. For SYTOX visualization, MG1655 were stained with 3 μM SYTOX Green nucleic acid stain (ThermoFisher, Waltham, MA) for 10 min. Cells were immobilized on agarose pads containing 2 μM LL-37, 10 μg/mL H2A, or both LL-37 and H2A, and remained on the pad for 3 h before imaging using the fluorescence microscopy. For SYTOX analysis, pads additionally contained 5 μM SYTOX Green. Raw images were analyzed through principal component analysis using our own custom-written image analysis tools^67,68^ version 1.1 and modified in Matlab (Version R2017b; Mathworks, Natick, MA). See ‘Code Availability’ section below for code. Individual cells were identified in phase-contrast images using canny edge detection and using SuperSegger^70^. Images of LL-37-treated cells and of cells treated with both LL-37 and H2A were pooled together, rotated such that the major axis of the cell was parallel to the *x*-axis and resized to 30 × 100 pixels. The covariances between corresponding pixels of different cells were computed using the 16 bit intensity values from the rotated and resized fluorescence images and for the same images rotated by an additional 180 degrees. The orientation that gave the lower covariance was used for the analysis. Principal components for the covariance matrix were computed using ~400 cells and the principal components that gave the two largest eigenvalues were plotted. Density plots were created by binning points in principal component space in a 15 × 15 bivariate histogram plot. The size of each bin was determined by subtracting the minimum principal component score from the maximum principal component score and dividing that by the number of bins along that principal component. Histogram bins were normalized as the fraction of the total cell population.

### Bacterial DNA purification

Overnight MG1655 cultures were grown to saturation in MinA minimal media. DNA purification was performed using a Miniprep kit (Qiagen, Germantown, MD). A three-second sonication step was performed after lysis to isolate genomic DNA.

### Non-denaturing nucleic acid PAGE

10 μL mixtures containing 1 μg purified DNA from MG1655 were incubated with 0–1.4 μg Histone H2A or LL-37 for 25 min at 25 °C. Gel loading sample buffer (5×, Bio-Rad, Hercules, CA) was added to a final concentration of 1× and the products were separated by native PAGE on a 5% TBE gel (Bio-Rad, Hercules, CA) at 100 V for 60 min. The gel was stained with 1X SYBR safe (Invitrogen, Carlsbad, CA) in TBE buffer^71^ for 30 min before visualization using a EOS Rebel T5 DSLR camera with an f/3.5–5.6 18–55 mm lens (Canon, Huntington, NY) and a DR46B Transilluminator (Clare Chemical, Dolores, CO).

### In vivo transcription assay

To determine how histone entry into the bacterial cell impacts transcription, MAL190 was cultured to mid-exponential phase, diluted 1:20 in MinA minimal medium, treated with 10 μg/mL Histone H2A and/or 2 μM LL-37, incubated for 1 h, and induced for transcription using 50 ng/mL of anhydrotetracycline. The fluorescence of mCherry was measured after 1 h using fluorescence microscopy.

### RNAseq

MG1655 were cultured to saturation overnight in MinA minimal medium, diluted 1:1000 into the same medium, cultured to an OD_600_ of 0.2, diluted 1:20 in pre-warmed medium, and supplemented with 10 μg/mL H2A, 1 μM LL-37, or both. 10 mL of culture was harvested at 0, 30, and 60 min, filtered through a 0.8 μm filter, washed with 2 mL H_2_O, and resuspended in 600 μL Total Lysis Solution (TE 8.0 (10 mM Tris-HCl, 1 mM EDTA), 0.5 mg/mL lysozyme (Sigma), and 1% SDS). Samples were incubated for 3 min at room temperature before snap freezing in liquid N_2_. Samples were kept in −80 °C until nucleic acid extraction with a hot phenol-chloroform extraction and ethanol precipitation^67^. RNA yield was measured using a Nanodrop 2000 (Thermo Fisher, Waltham, MA). Samples were digested with DNase (Ambion, Waltham, MA) and treated with RiboZero (Illumina, San Diego, CA). A NEBNext Ultra Directional Library kit (NEB, Ipswich, MA) was used to construct a cDNA library, which was sequenced by the Princeton University Genomics Core Facility with a depth of at least 10 M read per experimental condition. Sequencing data were analyzed using our own software written in Python version 2.7.16 and using R version 3.4.3 (The R Foundation, Vienna, Austria). Sequences were aligned to the MG1655 genome (U00096.3) using Bowtie2^72^ version 2.2.4.

### Transcripton of *rcsA*

MAL204, which contains YFP fused to the promoter of *rcsA* and constitutively expresses a transcriptional fusion of CFP to *ompA* was grown to mid-exponential phase. Bacteria were diluted into warmed MinA minimal medium with increasing concentrations of H2A. In addition, 30 μM PI was added to the culture to specifically measure fluorescence intensities in membrane-permeabilized cells. After a 30-minute incubation period, cells were immobilized on a 1% agarose pad and YFP, CFP, and PI fluorescence values were analyzed using fluorescence microscopy.

### Statistical analysis

Statistical analysis was performed by running Welsh t-tests or ANOVA and Tukey’s post-hoc tests using R 3.4.3 (Kite Eating Tree), Image J (v1.51k), Microsoft Excel version 16.36, or our own custom-written MATLAB scripts version 1.1. See the “Code availability” section below for code.

### Histone-AMP positive feedback model

We developed a mathematical model to describe the dynamics of histone and AMP uptake into bacterial cells. Histones and AMPs enter passively using simple diffusion:

$$\frac{{d[{\mathrm{His}}_{in}]}}{{dt}} = k_{{\mathrm{Hisentry}}}[{\mathrm{His}}_{out}]\quad{\mathrm{and}}\quad\frac{{d[{\mathrm{AMP}}_{in}]}}{{dt}} = k_{{\mathrm{AMPentry}}}[{\mathrm{AMP}}_{out}]$$

where [His_*in*_] and [His_*out*_] represent the concentrations of histones inside and outside of the cell, respectively, [AMP_*in*_] and [AMP_*out*_] represent the concentrations of AMP inside and outside of the cell, respectively, and *k*_Hisentry_ and *k*_AMPentry_ are the rate constants associated with the passive entry of histones and AMPs into the cell, respectively. Molecules of histones and AMPs can leave the cell through a number of ways including cell division, shedding of cell components, and transport through drug efflux pumps. We describe these combined effects on histones and AMPs using the rate constants *k*_Hisexit_ and *k*_AMPexit_, respectively. To encode the behaviors that histones increase the intracellular AMP concentration and that AMPs increase intracellular histone concentrations, potentially through pore-stabilization, we defined the rate constants *k*_Hisstab_ and *k*_AMPstab_, arriving at the equations:

$${\frac{{d[{\mathrm{His}}_{in}]}}{{dt}}} 	= {k_{{\mathrm{Hisentry}}}\left[ {{\mathrm{His}}_{out}} \right] - k_{{\mathrm{Hisexit}}}\left[ {{\mathrm{His}}_{in}} \right] + k_{{\mathrm{Hisstab}}}\left[ {{\mathrm{AMP}}_{in}} \right]} \\ {\frac{{d[{\mathrm{AMP}}_{in}]}}{{dt}}} 	 = {k_{{\mathrm{AMPentry}}}\left[ {{\mathrm{AMP}}_{out}} \right] - k_{{\mathrm{AMPexit}}}\left[ {{\mathrm{AMP}}_{in}} \right] + k_{{\mathrm{AMPstab}}}\left[ {{\mathrm{His}}_{in}} \right]}$$

In our simulations, we set the initial histones and AMP concentrations inside the cell to 0. The concentration of histones and AMPs outside of the cell remained constant, which describes an environment in which there is an excess of histones and AMPs. We set the permeation rates of *k*_Hisentry_ and *k*_AMPentry_ to 0.004 s^−1^ based on permeation measurements of the charged antibiotic tetracycline into bacterial cells^73^. The rate constants *k*_Hisexit_ and *k*_AMPexit_ were set to correspond to a doubling time of 30 min, which is a conservative estimate of the rate of histone and AMP removal from the cell that does not require the existence of an export mechanism. We simulated the synergy condition by setting *k*_Hisstab_ and *k*_AMPstab_ to 0.1 s^−1^ and simulated the non-synergistic condition by setting these rate constants to 0 s^−1^. For the uptake dynamics figure, we set the concentrations of histones and AMP outside of the cell to 1 and computed the total intracellular concentration of these molecules as a function of time. Density plots were constructed by computing the total intracellular concentration of histones and AMPs following 60 min of exposure to a range of histones and AMPs concentrations outside of the cell.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Raw data for all figures that contain ANOVA or *t*-test analyses are available in the Supplementary Information Source Data file. The RNA-Seq data is freely available under the National Center for Biotechnology Information Gene Expression Omnibus accession number GSE142755. Additional raw data that support the findings of this study are available from the corresponding authors upon request. Source data are provided with this paper.

## Source data

Source Data

## Code availability

The custom MATLAB scripts used for processing and analyzing the fluorescence microscopy data, and the custom Python scripts (for Python version 2.7.16) used for RNA-Seq are freely available as package version 1.1 from Zenodo at [10.5281/zenodo.3898289].

How the deposited data were processed for this re-analysis (not part of the article)

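The samples were 12 RNA sequencing libraries of *E. coli* MG1655, 3 each from untreated cultures and from cultures treated with 10, 50 or 100 μg/mL H2A for 30 min. The replicates are described as biologically independent experiments. The authors depleted ribosomal RNA, made directional libraries, aligned the reads with Bowtie2 version 2.2.4 to U00096.3 and counted them with their own software in Python version 2.7.16 and R version 3.4.3. The authors deposited raw counts per gene and per intergenic region for each library, and a table of the fraction of mapped reads, averaged by the authors over the 3 libraries of each condition. The count table has 8234 rows, 3700 of them intergenic and 4534 of genes. Rows of the same gene number were summed, which concerned 30 genes and left 4502 genes. The averaged fractions equal the mean of count over mapped reads within 1e-07 for 32936 of 32936 values. Gene names were taken from the deposited table, and 4445 genes matched the assembly ASM584v2 by their number. Coordinates are those of the deposited table.

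The depth was 3269813 to 43961776 mapped reads per library (median 11839612). The share of the 10 most abundant genes was 15.4% ± 0.191 (SD, n = 3) in untreated cultures and 14.0% ± 0.101 at 100 μg/mL (two-sided exact permutation p = 0.1, the smallest that 3 against 3 libraries allow). Transfer RNA took 12.7% to 20.3% of the gene counts. Pairs of libraries of a condition differed by more than counting noise, with a chi-square per degree of freedom of 10.9 to 84.4, so none was treated as a duplicate.

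Genes were tested with edgeR version 4.0.16 in R version 4.3.3 (TMM factors, filterByExpr by condition, glmQLFit and glmQLFTest, fitted folds with a prior count of 0.125), with all 12 libraries in a single fit so that they share an estimate of the spread. That spread was unequal: genes differing 2-fold between libraries of a condition numbered 153 to 238 in untreated cultures and 78 to 164 at 10 μg/mL. At 50 and 100 μg/mL they numbered 36 to 67. The shared estimate may thus be too small for 10 μg/mL against untreated and too large for 100 against 50 μg/mL. Contrasts were each dose against untreated and 100 against 50 μg/mL. Calls were made at a Benjamini-Hochberg adjusted p under 0.05 over 4310 genes. In addition, 37 gene lists were tested with camera of limma version 3.58.1 on log2 CPM computed from the deposited counts with a prior count of 2, with a preset correlation of 0.01 between genes and again with an estimated correlation. Their p-values were adjusted over the lists of a comparison. Of the 15 lists past the test at 100 μg/mL (11 higher and 4 lower), 6 passed with an estimated correlation. Counts of list members were also adjusted over the list alone. The gene lists, the tests between conditions, the alternatives (apart from 2) and the rule for naming genes were fixed before the data were examined, whereas most tests of explanations were not. The rule names every gene of the paper's text or Fig. 6d, the Rcs regulators, *ompA*, the 10 largest increases and decreases per dose with at least 10 counts in each library of the higher group and no overlap between the groups, and the 4 members of each list with the smallest adjusted p at 100 μg/mL. *rflP*, *hns*, *wcaM*, *flhD*, *flhC*, *argH*, *cysI*, *cysM*, *cysW* and the genes of the cold shock, cold-induced and lysine pathway groups that fall outside this rule were chosen after their values were seen.

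Replicates carry the same numbers in each condition. Across 3166 genes, deviations of same-numbered libraries from their group means correlated by 0.19, 0.749 and 0.619 between untreated cultures and 10 μg/mL H2A and by 0.498, 0.241 and 0.508 between 50 and 100 μg/mL, so for these comparisons the numbers were taken to pair the libraries, from the data alone. Of 3 libraries, 2 correlated best with their own number in the former comparison and 3 in the latter. The main fit leaves this pairing out, and a replicate block was an alternative. The alternatives were DESeq2 version 1.42.0, RLE factors, library totals without TMM, other filters on low counts, a fit of only the 2 groups compared, a test against a fold of 1.5, the replicate number as a block, ribosomal and transfer RNA left out, TMM without the genes of Fig. 6d and the colanic acid cluster, other scales of the fold, other list lengths and each library left out in turn. To weigh shared controls, all 12 libraries were simulated 50 times with no change at any dose. Counts were drawn around gene means over the 12 libraries, without a pairing of the replicates. On simulated counts with 200 changed genes in all, the test of 100 μg/mL against untreated recovered 64.2% of 1.5-fold, 80.6% of 2-fold and 100% of 4-fold changes over 4283 genes, with 4.1% false calls. For 10 μg/mL these shares were 56.7%, 85.1% and 98.5% over 4294 genes, with 5.3% false calls. These counts were drawn with a single spread per gene for all conditions and without pairing. The false shares therefore set no error rate for the real libraries, whose spread was unequal. Computations outside R used Python version 3.11.15. LL-37 treatment, RNA yields, reporters and the *rcsA* mutant were not analysed here, and Supplementary Table 1 was not used here.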

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

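Tests of explanations that leave out untreated replicate 2, compare handling or dose, or rest on *flhD* and *flhC* were chosen with the results known. Those on cold-induced genes outside the pattern, on lysine pathway genes and on other divisions of the libraries were written before. The camera values of lists with single libraries left out belong to the alternatives fixed before the data were examined.

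Gene lists outside those the paper discusses also moved at 100 μg/mL H2A by limma's camera test. Of 18 genes of the general stress response under RpoS, 17 rose and 1 did not pass the test (17 rose when adjusted over the list alone), at a median log2 fold change of 1.15 (adjusted p = 0.0489 with an estimated correlation), with 3.27 for *osmY* and 2.58 for *katE*, a catalase gene. The sigma E list had a median log2 fold change of 0.47. Of 12 genes of the PhoPQ regulon, which responds to low magnesium and antimicrobial peptides, 9 rose and 3 did not pass the test (11 rose when adjusted over the list alone), at a median of 0.70 (adjusted p = 0.13 with an estimated correlation), with 0.74 for *phoP* and 0.68 for *phoQ*. Of 17 heat shock genes, 13 rose and 4 did not pass the test (15 rose when adjusted over the list alone), at a median of 0.49 (adjusted p = 0.396 with an estimated correlation), with 0.82 for the chaperone gene *htpG*. Of 10 nucleoid protein genes, 5 rose and 5 did not pass the test (6 rose when adjusted over the list alone), at a median of 0.29 (adjusted p = 0.396 with an estimated correlation), with 1.29 for *dps* and 1.94 for *stpA*, a paralog of *hns*. Of 17 osmotic transport genes, 5 rose and 12 did not pass the test (5 rose when adjusted over the list alone), at a median of 0.32 (camera adjusted p = 0.0478, and adjusted p = 0.66 with an estimated correlation); the camera adjusted p was 0.0516 without untreated replicate 1, 0.164 without untreated replicate 2 and 0.0853 without replicate 3 at 100 μg/mL, and 0.0102 to 0.66 over the alternatives, and 10 of these genes rose without untreated replicate 3. The peptidoglycan list had a median of 0.15 (adjusted p = 0.396 with an estimated correlation); its camera adjusted p was 0.071 without untreated replicate 1 and 0.0541 and 0.0515 without replicates 1 and 3 at 100 μg/mL, and 0.0279 to 0.396 over the alternatives. All 5 tryptophan synthesis genes fell (5 when adjusted over the list alone), at a median of -0.96 (adjusted p = 0.396 with an estimated correlation), with -0.96 for *trpC*.

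Flagella and chemotaxis genes fell with dose: 38 of 38 were lower at 50 and at 100 μg/mL (38 and 38 when adjusted over the list alone), with list medians of -0.90 and -1.43 and camera adjusted p-values of 0.0405 and 0.0266 with an estimated correlation, and 34 fell further between 50 and 100 μg/mL (37 when adjusted over the list alone), or 20 and 13 without replicates 1 and 2 at 50 μg/mL and 20 without replicate 3 at 100 μg/mL. At 10 μg/mL 0 passed edgeR's test and 0 DESeq2's (3 higher and 10 lower at an unadjusted p under 0.05; 1 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.139). Untreated replicate 2 alone as the source is argued against, since 38 of 38 genes were lower at 100 μg/mL without it. Handling shared by the untreated and 10 μg/mL libraries, but not by those at 50 and 100 μg/mL, was not tested for this list. It stays open for the fall from untreated cultures, since the list median at 10 μg/mL was -0.07. Such handling was not tested for the lists of the paragraph above either. A candidate explanation is lower expression of *flhD* and *flhC*, the master regulator: *flhD* was at 66.3 ± 7.65 CPM (SD, n = 3) in untreated cultures and 16.7 ± 0.237 at 100 μg/mL, and *flhC* had a log2 fold change of -1.89. Both are members of the list, so this does not decide it, and it stays open as a hypothesis.

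Arginine synthesis and sulfate assimilation genes were also lower at 100 μg/mL: 10 of 11 arginine genes (10 when adjusted over the list alone), at a median log2 fold change of -2.90 (adjusted p = 0.269 with an estimated correlation), and 11 of 15 sulfate genes (12 when adjusted over the list alone), at a median of -1.02 (adjusted p = 0.396 with an estimated correlation). Untreated replicate 2 had the highest levels of many of them, such as 492.8 CPM of *argF* against 223.9 and 183.2 in untreated replicates 1 and 3. Without it the list medians were -1.94 for arginine and -0.54 for sulfate. Of the called genes, 9 of the 10 arginine genes and 8 of the 11 sulfate genes kept their call (not *argH*, *cysI*, *cysM* and *cysW*). For arginine this argues against this library alone as the source of the fall, though not of part of its size. A kept call does not show a kept size. The 8 sulfate genes ranged from -0.54 (*cysN*, from -2.01 with all libraries) to -3.61 (*cysD*, from -4.59). Whether this library alone is the source of the sulfate fall is therefore not decided. Amino acids released from the added histone were predicted to lower 6 lysine pathway genes. These had a median log2 fold change of 0.085 (members from -0.26 to 0.23), so the prediction was not met. This cannot decide on that source, since the medium already held casamino acids and these genes do not report on arginine. Released amino acids stay open. Handling shared by the untreated and 10 μg/mL libraries would leave no fall at 10 μg/mL. There the 11 sulfate genes had a median of -1.84 (standard error across genes 0.561) and the 10 arginine genes -1.23 (standard error across genes 0.191), which taken alone would go against it. Without untreated replicate 2 these medians were -0.65 (standard error across genes 0.465) and -0.54 (standard error across genes 0.14), within these errors of the bound of -0.5. The errors measure the spread across genes of a list, which are not independent, and not the spread between cultures. The genes had also been picked as lower at 100 μg/mL against the same untreated libraries, so their fall at 10 μg/mL cannot decide. Shared handling therefore stays open. The dose of H2A stays open as well.

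A group of 7 cold shock transcripts (*cspA*, *cspB*, *cspG*, *cspI*, *lpxP*, *ynaE* and *ydfK*), picked after their values were seen, was lower at 50 and 100 μg/mL, with log2 fold changes at 100 μg/mL from -3.15 for *cspA* to -4.83 for *cspG*; *ynaE* and *ydfK* are near-identical and may share reads. Untreated replicate 2 alone is argued against, since the median without it was -3.38. Chilling of untreated cultures at harvest cannot be told apart from an effect of H2A, since 6 other cold-induced genes had a median of -0.27, between the values set for and against it. Handling that untreated and 10 μg/mL libraries shared stays open, since same-numbered libraries of these conditions deviated together (mean correlation 0.519), the labels name no batch, and the median of the 7 at 10 μg/mL was -0.61, or -0.09 without untreated replicate 2. A dose effect stays open too: all 7 were lower at 10 μg/mL than in the untreated library of the same number in 3 of 3 pairs, but their edgeR adjusted p-values there were 0.514 to 0.701 and the genes had been picked against these untreated libraries.

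The 6 libraries of each comparison can be divided in 10 ways, too few for a share under 0.05. At 100 μg/mL against untreated, 1 of 10 divisions, the real one, called as many genes (1669, highest other 0), as at 50 μg/mL (1507, highest other 0) and for 100 against 50 μg/mL (117, highest other 0). At 10 μg/mL against untreated the real division called 31 genes and 2 of 10 called as many, because 1 other division, with untreated replicates 1 and 2 and replicate 2 at 10 μg/mL against the rest, called 714. This points to a structure of these libraries that the conditions do not name. Of the 4 divisions that part all 3 same-numbered pairs, the real one called 31 genes and the highest other 0, whereas the division with 714 parts 1 pair.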

How the results depend on the processing

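Of the alternatives, the fit with the replicate block in only the 2 groups compared and the fit without replicate 2 of untreated and 10 μg/mL H2A were chosen after the data were seen. Below, counts are genes higher and lower by edgeR unless DESeq2 is named, and the cause of a change was not tested except where fewer genes or libraries enter by construction.

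At 10 μg/mL H2A against untreated (24 and 7), DESeq2 with all 12 libraries gave 41 and 23. A minimum of 10 counts in every library gave 15 higher, and only the 2 groups compared 4 and 0 (109 lower at an unadjusted p under 0.05). A test against a fold of 1.5 gave 11 and 4, the replicate block 16 lower and that block in 2 groups 42 lower. The fit without replicate 2 of both conditions gave 25 lower, and leaving out single libraries 18 to 39 and 2 to 48. At 50 μg/mL (713 and 794) the fold test gave 117 and 140, the block in 2 groups 371 and 419, and single libraries left out 514 to 858 and 529 to 908. At 100 μg/mL (769 and 900) these were 187 and 203, 502 and 551, and 645 to 893 and 627 to 1008. For 100 against 50 μg/mL (59 and 58) only the 2 groups gave 152 and 119, and the fold test 0 and 0 (13 and 10 at an unadjusted p under 0.05). DESeq2 with all 12 libraries and no minimum fold gave 86 and 59. The block in 2 groups gave 339 and 252, and the fit without both replicates 2 gave 141 higher. Leaving out single libraries gave 12 (without replicate 2 at 50 μg/mL) to 99 higher (without untreated replicate 2) and 15 (without replicate 2 at 50 μg/mL) to 67 lower. Replicates 1 and 3 at 50 μg/mL left 37 and 31 higher, replicates 1, 2 and 3 at 100 μg/mL 25, 27 and 24 higher, and replicate 1 at 50 and replicates 1 and 3 at 100 μg/mL 29, 34 and 30 lower. RLE factors moved the share of higher genes at 100 μg/mL from 46.1% to 50.2% and library totals without TMM to 40.9%.

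Of the colanic acid genes, 12 were higher at 10 μg/mL, 6 with the count minimum, 2 with only the 2 groups, 5 in the fold test, 4 without both replicates 2 and 7 to 14 with single libraries left out; at 50 and 100 μg/mL they were 20 in each setting except the count minimum, where 9 were tested and 9 were higher. The folds at 100 μg/mL as a ratio of geometric means of CPM plus 1 were 48.8 for *wza* and 20.5 for *rcsA*, and with single libraries left out 65.3 to 76.9 and 21.6 to 23.1. With the count minimum 14 of the top 30 genes were in Fig. 6d and 8 in the cluster, and with single libraries left out 29 to 30 and 17 to 18. The 15 largest changes shared by 10 and 100 μg/mL were 9 without a filter, 1 in lists of 10 genes and 48 in lists of 100, and 11 to 16 with single libraries left out; the 27 shared increases were 6 and 48 in such lists and 17 to 27.

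Lists higher and lower at 10 μg/mL were 9 and 3, with an estimated correlation 3 and 0, with the block 5 lower, and 4 to 11 and 3 to 4 with single libraries left out. With an estimated correlation they were 4 and 1 at 50 μg/mL (12 and 4), 5 and 1 at 100 μg/mL (11 and 4) and 1 and 1 for 100 against 50 μg/mL (12 and 2), where DESeq2, RLE factors, no filter, ribosomal and transfer RNA left out and TMM without the cluster gave 1 lower, and single libraries left out 1 to 2. With single libraries left out the lists at 50 μg/mL were 11 to 13 and 4 to 5, at 100 μg/mL 9 to 12 and 4 to 5, and for 100 against 50 μg/mL 10 to 12 higher. *ompA* in the fold test had log2 fold changes of -0.43 at 100 μg/mL and -0.34 at 50 μg/mL (edgeR adjusted p of 1 in each) and, with the block in 2 groups, -0.34 at 50 μg/mL (edgeR adjusted p = 0.0927). At 10 μg/mL its value of -0.04, which did not pass the test, was 0.0009 without untreated replicate 1 and 0.0121 without replicate 2 at 10 μg/mL, within -0.0804 to 0.0121 over single libraries left out; at 50 μg/mL it was -0.39 to -0.30 and at 100 μg/mL -0.46 to -0.38.

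Among values of single genes and lists, 2242 kept their side of the threshold and their direction, 74 lost the call and 1 gained it; of the 74, 40 were at 10 μg/mL, 25 came from a single library left out and 16 from the fold test. Where the numbers pair the libraries, the block ended the call of *wzb* at 10 μg/mL (edgeR adjusted p = 0.0559, and 3.4e-06 to 0.376 over the alternatives), and it kept 27 of the 31 calls at 10 μg/mL and 103 of the 117 for 100 against 50 μg/mL; in only the 2 groups compared it also ended that of *cysK* at 10 μg/mL (edgeR adjusted p = 0.0508, and 3.99e-05 to 0.641 over the alternatives). Untreated cultures and 50 or 100 μg/mL share only numbers: same-numbered deviations correlated by -0.118 and -0.107 on average, 0 of 3 correlated best with their own number, and the block gave 771 and 806 at 50 μg/mL and 807 and 911 at 100 μg/mL. Depth limits genes with few counts in untreated replicate 1.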

Differences from the paper's values

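No fold change the paper states for these samples differed by more than 1.5 times from the value here. The paper's 73-fold for *wza* stands beside 70.6 and its 22-fold for *rcsA* beside 22.1. Its depth of at least 10 M reads per condition is a minimum and was not compared as a fold. The lowest sum of mapped reads over the 3 libraries of a condition was 29.6 M, and untreated replicate 1 had 3269813. The number of Fig. 6d genes among the 30 largest increases was 14 with a minimum of 10 counts in every library, and 29 without untreated replicate 2, when ranked at 50 μg/mL and when ranked by the mean over the 3 doses. The legend of Fig. 6 places most of its genes in the colanic acid pathway, and 18 of the 30 were in the cluster. The paper states that the greatest changes at 10 μg/mL were also the greatest at 100 μg/mL. Of the 30 largest changes in either direction, ranked whether or not they passed the test, 15 were shared, and of the 30 largest increases 27. All 31 genes past edgeR's test at 10 μg/mL also passed it in the same direction at 100 μg/mL. In lists of 100 genes, 48 were shared either way.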

Other observations

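Iron acquisition genes moved in both directions at 100 μg/mL H2A. Of 33, 14 rose and 6 fell (16 and 6 when adjusted over the list alone; camera adjusted p = 0.0752). Those that rose included *entE*, an enterobactin synthesis gene, with a log2 fold change of 1.48 (standard error 0.18, adjusted p = 3.71e-05 from edgeR), and *fepA*, the gene of the enterobactin receptor, with 1.51 (adjusted p = 0.00014 from edgeR). The ferric citrate receptor gene *fecA* had a log2 fold change of -0.95 (adjusted p = 0.000255 from edgeR). Of 16 genes of curli and biofilm matrix, 7 fell and 9 did not pass the test (7 fell when adjusted over the list alone; camera adjusted p = 0.145; 4 fell without untreated replicate 2, and 1 rose without untreated replicate 3 or replicate 2 at 100 μg/mL), with -1.02 for the regulator gene *csgD* (adjusted p = 0.00246 from edgeR). Of 19 genes of the SOS response to DNA damage, 2 rose and 7 fell (2 and 7 when adjusted over the list alone; camera adjusted p = 0.406), with 4, 3 and 4 that fell without untreated replicate 2 and replicates 1 and 3 at 100 μg/mL, 1 that rose without replicate 1 or 2 at 100 μg/mL, 0 that rose without untreated replicate 2 or replicate 3 at 100 μg/mL, and -0.46 for *lexA* (adjusted p = 0.00324 from edgeR). Of 54 ribosomal protein genes, 10 rose and 44 did not pass the test (6 rose when adjusted over the list alone; camera adjusted p = 0.409), at a median of 0.01; 6 rose and 5 fell without untreated replicate 2, and 6 rose without replicate 2 at 100 μg/mL. Of 16 genes of RNA polymerase, sigma factors and transcription elongation or termination factors, 4 rose, 2 fell and 10 did not pass the test (4 and 2 when adjusted over the list alone; camera adjusted p = 0.679), with log2 fold changes of 1.31 for *rpoE*, 1.28 for *rpoS* and -1.49 for *fliA* (adjusted p = 2.21e-08, 3.13e-05 and 8.77e-10 from edgeR).

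Fold changes did not follow the position of genes: across 4310 genes, which are not independent replicates, the Spearman correlation of the log2 fold change with the distance from the replication origin was 0.009, 0.035 and 0.02 at 10, 50 and 100 μg/mL.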
